# Comprehensive Transcriptome Profiling of Antioxidant Activities by Glutathione in Human HepG2 Cells

**DOI:** 10.3390/molecules29051090

**Published:** 2024-02-29

**Authors:** Yoshiaki Uchida, Farhana Ferdousi, Shinya Takahashi, Hiroko Isoda

**Keywords:** glutathione, antioxidative stress, reactive oxygen species, DNA microarray, HepG2 cell

## Abstract

Glutathione (GSH) has long been recognised for its antioxidant and detoxifying effects on the liver. The hepatoprotective effect of GSH involves the activation of antioxidative systems such as NRF2; however, details of the mechanisms remain limited. A comparative analysis of the biological events regulated by GSH under physiological and oxidative stress conditions has also not been reported. In this study, DNA microarray analysis was performed with four experiment arms including Control, GSH, hydrogen peroxide (HP), and GSH + HP treatment groups. The GSH-treated group exhibited a significant upregulation of genes clustered in cell proliferation, growth, and differentiation, particularly those related to MAPK, when compared with the Control group. Additionally, liver functions such as alcohol and cholesterol metabolic processes were significantly upregulated. On the other hand, in the HP-induced oxidative stress condition, GSH (GSH + HP group) demonstrated a significant activation of cell proliferation, cell cycle, and various signalling pathways (including TGFβ, MAPK, PI3K/AKT, and HIF-1) in comparison to the HP group. Furthermore, several disease-related pathways, such as chemical carcinogenesis–reactive oxygen species and fibrosis, were significantly downregulated in the GSH + HP group compared to the HP group. Collectively, our study provides a comprehensive analysis of the effects of GSH under both physiological and oxidative stress conditions. Our study provides essential insights to direct the utilisation of GSH as a supplement in the management of conditions associated with oxidative stress.

## 1. Introduction

Reactive oxygen species (ROS) are the endogenous byproducts of cellular oxidative metabolism. They encompass various chemically reactive molecules such as superoxide anions, hydrogen peroxide (HP), and hydroxyl radicals. They play integral roles in numerous cellular functions, including cell growth and death, signal transduction, immune responses, and defence against microorganisms [1]. They can interact with different biological targets within cells and modify them owing to their inherent reactivity. However, excessive ROS accumulation can lead to various diseases, including cancer, neurodegenerative disorders, diabetes, and cardiovascular diseases [2,3,4,5].

The liver is a vital organ involved in metabolism and detoxification and is particularly susceptible to the detrimental effects of excessive ROS [6]. Reactive oxygen species are predominantly generated within the mitochondria and the endoplasmic reticulum of hepatocytes by cytochrome P450 enzymes [7]. Oxidative stress occurs when there is an imbalance between oxidants and antioxidants, resulting in structural and functional abnormalities in hepatocytic proteins, lipids, and DNA [8]. Chronic liver diseases such as nonalcoholic fatty liver disease (NAFLD), alcoholic liver disease, viral hepatitis, and fibrosis consistently exhibit an increase in oxidative stress [9,10,11,12]. Therefore, protection against excessive ROS production is a key strategy to maintain optimal liver function and promote overall health.

Glutathione (GSH) is a tripeptide composed of cysteine, glutamic acid, and glycine [13]. It is a naturally occurring antioxidant found in various dietary sources, such as spinach, avocados, asparagus, and okra. It is abundant in nearly all human cells, with particularly high concentrations in the liver, where it plays a crucial role in various cellular processes, such as proliferation and differentiation. It has garnered significant attention for its potent antioxidant properties since it acts as a detoxifier of free radicals and helps regulate ROS balance [14,15]. Numerous studies show the effectiveness of GSH in neurones, skin, and other tissues [16,17]. Notably, GSH has promising effects in liver diseases [18].

In vitro studies have elucidated the mechanisms underlying the therapeutic effects of GSH. GSH treatment activates the NRF2 signalling pathway in various cell lines, including liver cells [19,20,21]. Furthermore, several reports highlight the regulation of upstream NRF2 signalling pathways such as MAPK and PI3K/AKT by GSH in neurones or macrophages [20,21,22]. These findings support the antioxidant properties of GSH. However, the hepatoprotective mechanisms of GSH are partially studied, and there is a lack of comprehensive whole-molecular studies of the hepatoprotective mechanisms, including up- and downstream of NRF2. Moreover, our understanding of the precise comparison of GSH’s effects under physiological and oxidative stress conditions remains limited.

A global gene expression analysis was conducted in this study, using DNA microarrays to elucidate the underlying molecular mechanisms of supplemented GSH and provide a comprehensive overview of the effects. HepG2 cells were utilised to assess the transcriptome-wide changes induced by supplemented GSH under normal physiological and HP-induced oxidative stress conditions since they are widely used as an in vitro liver model. In the present study, HP is utilised to induce the oxidative stress since it is produced from almost all source of oxidative stress and widely used for oxidative research.

## 2. Results

### 2.1. Glutathione Protects against HP-Induced Oxidative Stress in HepG2 Cells

Cell viability was evaluated following exposure to HP and pretreatment with various GSH concentrations. Exposure to 2 mM HP significantly reduced cell viability compared to the Control group (Figure 1a). However, pretreatment with GSH mitigated this HP-induced decrease in cell viability in a dose-dependent manner (Figure 1a). Exposure to HP significantly elevated intracellular ROS production measured as DCF fluorescence in HepG2 cells. However, this effect was significantly reversed in a dose-dependent manner in the GSH-pretreated groups (Figure 1b).

Excessive ROS levels typically prompt hepatocytes to increase the expression of hepatic markers, such as aspartate aminotransferase (AST) and alanine aminotransferase (ALT), which are commonly used indicators to assess hepatic health. Enzyme-linked immunoassays (ELISAs) showed that treatment with GSH dose-dependently reduced AST and ALT levels compared to those in the group exposed to HP alone (Figure 1c,d). These findings indicated that GSH protected HepG2 cells against oxidative stress.

### 2.2. Characteristics of Gene Expression Profiling in GSH-, HP-, and GSH + HP-Treated HepG2 Cells Compared to Untreated Control Cells

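Total RNA from HepG2 cells, an established human liver cancer cell line, was hybridised to Clariom S arrays, with 4 groups of 3 arrays. Control cells had neither agent, GSH cells had 1 mM glutathione for 24 h, HP cells had 2 mM hydrogen peroxide for 4 h, and GSH + HP cells had the same GSH pretreatment before the same HP exposure. The values used are log2 signals per array as the authors deposited them, not rescaled here. The paper names SST-RMA normalization in Transcriptome Analysis Console, but the log2 differences of these values are 1.39 to 1.553 times those of the authors' group averages, so which of the 2 is the SST-RMA output is unclear. Median log2 signals ran from 6.59 to 6.67 over the 12 arrays. Each comparison was fitted to its 6 arrays with limma and empirical Bayes. The study criteria are an unadjusted p under 0.05 and a linear fold change over 1.1, and adjusted p-values follow Benjamini and Hochberg over 21448 probe sets. The words rose and fell are kept for an adjusted p under 0.05, and differences are log2, first group minus second. Genes listed as silent in liver cells set a background of 6.72, which 10531 probe sets exceed on average. On simulated data of the GSH + HP vs. HP comparison, 200 of the 21448 probe sets were changed. Of these, limma called 90.1% of those changed by 2 log2 units, 35.6% at 1 unit and 0% at 0.5. With so few changed genes the adjustment is stricter than in the real comparison, where 987 were called. These rates can therefore be too low for it, though small changes can still be missed with 3 arrays per group. The paper speaks of triplicate RNA samples and does not say whether they came from separate cultures, so each p measures the spread between these samples.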

HepG2 cells were subjected to different treatments, including Control, GSH, HP, and GSH + HP. Three specific comparisons were conducted between these groups to ensure a comprehensive analysis: GSH vs. Control (representing the effect of GSH under normal conditions), HP vs. Control (representing oxidative stress induction), and GSH + HP vs. HP (representing the preventive effect of GSH against oxidative stress).

The principal component analysis (PCA) plot showed that the Control and the GSH-treated groups were similar (Figure 2a). This indicated a high degree of similarity between their gene expression profiles. In contrast, the GSH-treated and HP-treated groups exhibited a linear noncorrelation with each other and with the Control and GSH groups. This suggested that GSH pretreatment modulated the gene expression profile of HP-treated cells in a distinct manner.

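Control and GSH arrays lay close together on the first principal component, at -31.1 to -26.9 and -38.2 to -31.3. HP arrays lay at 15.6 to 18.1 and GSH + HP arrays at 42.2 to 54.3. This component held 41.1% of the variance of all probe sets, and the second held 16.4%. At the level of single genes, the groups of GSH and Control did not overlap at 2992 probe sets (14.0%), where chance gives 10%.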

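On the second component HP arrays lay at -37.3 to -29.1 and GSH + HP arrays at 11.5 to 36.0, so the 2 groups part on both axes. HP and GSH + HP did not overlap at 5802 probe sets (27.1%, against 10% by chance). GSH + HP replicate 3 stood apart from the other GSH + HP arrays, with 54.3 on the first component and -31.2 on the third. Genes that part HP from GSH + HP include KPNA7, a nuclear import receptor, which rose by 3.48 (standard error 0.23, adjusted p = 7.34e-05) with GSH pretreatment. RND1, a small GTPase, rose by 3.29 (standard error 0.19, adjusted p = 4.28e-05), and BHLHE40, a transcriptional repressor, rose by 3.25 (standard error 0.16, adjusted p = 4.05e-05).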

The corresponding distance map was derived from the correlation analysis (Figure 2b). This distance matrix was computed using the Euclidean metric and provided insights into the relationships between the samples. It was consistent with the PCA plot and demonstrated that the Control and GSH samples exhibited a closer relationship and lower distance values. In contrast, the HP-induced samples (GSH-treated and untreated) displayed greater distances from the Control and GSH samples. This indicated a greater dissimilarity in their gene expression profiles.

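The mean Euclidean distance was 55.7 between Control and GSH arrays, against 53.0 within Control and 51.9 within GSH. HP arrays lay 76.4 from Control and 80.6 from GSH. GSH + HP arrays lay 92.5 from Control and 78.3 from HP. Distances between groups were 1.44 times those within groups (exact permutation test of the group labels, one-sided, p = 6.49e-05, the smallest that 15400 groupings can give). Within GSH + HP, replicate 3 lay 69.4 from the other arrays of its group, and the other two lay 58.7 and 59.5 from theirs.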

### 2.3. Differential Gene Expression in GSH-, HP-, and GSH + HP-Treated HepG2 Cells Compared to Untreated Control Cells

The differential gene expression analysis is shown as volcano plots and butterfly charts (Figure 3). In the volcano plots, upregulated genes are represented by red dots, whereas green dots denote downregulated genes. Butterfly charts present the distribution of fold change (FC) in gene expression for each comparison.

Microarray analyses using the Clariom S Assay Human cartridge identified 21,448 genes. 

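Of the gene-level probe sets of the array, 18896 carry a single gene symbol, 1037 carry several and 1489 carry none in the deposited annotation. A further 26 carry a date where a symbol stood. In all, 18602 distinct symbols could be named, after 1023 older symbols such as HIST1H1B, now H1-5, were updated. Another 2903 control probe sets were left out. Of the genes that the text of the study names, all are on the array, and 3 of 11 have a group mean above background (CCND1, MCL1 and MDM2).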

Overall, 1862 differentially expressed genes (DEGs) were identified between the GSH and Control groups (1286 upregulated and 576 downregulated).

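Some genes of metal binding and of glutathione synthesis fell when GSH was given alone. The 10 largest falls were 7 metallothioneins, AKR1B10 and AKR1B15, which encode aldo-keto reductases, and F2RL2, a thrombin receptor family member. AKR1B15 fell by 2.09 (standard error 0.25, adjusted p = 0.00743) on the log2 scale and F2RL2 fell by 2.12 (standard error 0.21, adjusted p = 0.00535). At the study criteria 1018 genes were higher and 691 lower in GSH than in Control, 1709 in all. After median scaling the split was 783 higher and 937 lower. At an adjusted p under 0.05 from limma, 1 gene rose and 18 fell. The number of called genes was 1 without Control replicate 1, 8 without Control replicate 2, 9 without GSH replicate 3 and 15 to 18 without each of the other arrays.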

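The largest rises with HP included those of transcription regulators. SNAI1, a transcriptional repressor, rose from 8.50 ± 0.32 in Control to 12.03 ± 0.34 in HP (log2 signal, SD, n = 3), a difference of 3.53 (standard error 0.22, adjusted p = 0.00011). CITED2, a transcriptional coregulator, rose by 2.41 (standard error 0.18, adjusted p = 0.000211). Among the largest falls, MICAL3, a cytoskeletal oxidoreductase, differed by -3.30 (standard error 0.33, adjusted p = 0.000668), and PTK2, which encodes focal adhesion kinase, by -2.13 (standard error 0.17, adjusted p = 0.000359, at background signal). WWP1, a ubiquitin ligase, fell with a difference of -2.33 (standard error 0.18, adjusted p = 0.000266). At the study criteria 2810 genes were higher and 3198 lower in HP, 6008 in all. The balance turned after median scaling (3163 and 2888) and after quantile normalization (3037 and 2997). With adjustment 1217 rose and 1771 fell, 2988 in all. The adjusted count was 1640 without Control replicate 1, 1762 without Control replicate 3, 1715 without HP replicate 1, 1873 without HP replicate 2 and 1985 without HP replicate 3.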

There was a total of 5142 genes showing DEGs in the HP group compared with the Control group (2293 upregulated and 2849 downregulated).

A total of 4802 DEGs were identified comparing GSH + HP with HP (2330 upregulated and 2472 downregulated).

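The largest changes with GSH before HP were rises of genes with varied functions and falls of histone genes. MSH4, a meiotic MutS homologue, rose by 3.76 (standard error 0.30, adjusted p = 0.000163) and FNDC7, a fibronectin domain protein, by 3.43 (standard error 0.24, adjusted p = 7.97e-05). EID3, a subunit of the SMC5/6 complex, rose by 3.21 (standard error 0.20, adjusted p = 4.37e-05). H2BC11, a gene of histone H2B, differed by -2.21 (standard error 0.23, adjusted p = 0.000769), and H3C15, a gene of histone H3, by -2.08 (standard error 0.16, adjusted p = 0.000161). At the study criteria 2146 genes were higher and 2264 lower, 4410 in all, and after median scaling 1726 and 2922. With adjustment 627 rose and 360 fell, and after median scaling 562 and 513. With only probe sets above background, 554 rose and 788 fell, and at the study criteria 1112 were higher and 2140 lower. The adjusted count was 463 without HP replicate 3, 465 without HP replicate 1, 512 without HP replicate 2 and 619 without GSH + HP replicate 2, against 987 with all arrays.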

The HP group displayed the highest number of downregulated DEGs compared with the Control group among the comparisons made, with an FC > 1.1. Conversely, the GSH + HP group exhibited the highest number of upregulated DEGs compared with the HP group, with an FC > 1.1.

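At an unadjusted p under 0.05 and a linear fold change over 2, 439 were higher and 167 lower in GSH + HP than in HP. For HP vs. Control these counts were 216 and 459, and for GSH vs. Control 4 and 25. Of the genes that rose in GSH + HP against HP, 282 (45.0%) had a mean signal at background, and of those that fell, 49 (13.6%) did. Of all 21448 probe sets 10531 exceed background, so the larger part lies at it, and 45.0% is not an excess. In HP vs. Control the shares were 19.3% of the rises and 15.4% of the falls. TAS2R13, a bitter taste receptor gene, rose by 1.45 (standard error 0.30, adjusted p = 0.0265, at background signal). OR4D2, an olfactory receptor gene, at 6.17 ± 0.03 in HP (log2 signal, SD, n = 3), rose by 2.94 (standard error 0.21, adjusted p = 0.0001).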

### 2.4. Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) Pathway Enriched by the GSH vs. Control, HP vs. Control, and GSH + HP- vs. HP-Treated HepG2 Cells

A Gene Ontology analysis was conducted to investigate the main biological domains regulated in each comparison. 

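Genes of the cell cycle and of growth factors showed small differences between GSH and Control. Of 32 G1/S genes of replication onset, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 adjusted over the list alone, and 1 and 0 at the study criteria). CCNE2, a cyclin of S phase entry, differed by -0.39 (standard error 0.22, adjusted p = 0.687). Of 32 G2/M genes of mitosis, 0 rose and 0 fell by limma (0 and 0 adjusted over the list alone, and 1 and 0 at the study criteria). AURKB, a mitotic kinase, differed by 0.44 (standard error 0.17, adjusted p = 0.554). Of 31 growth factors, 0 rose and 0 fell by limma (0 and 0 adjusted over the list alone, and 2 and 2 at the study criteria), with IGF2 at 0.55 (standard error 0.15, adjusted p = 0.416) and PDGFA at -0.68 (standard error 0.20, adjusted p = 0.458). For 32 hepatocyte markers limma called 0 higher and 0 lower (0 and 0 adjusted over the list alone), against 0 and 0 at the study criteria. The G1/S list did not shift as a group by camera (mean log2 difference 0.01, median 0.02, adjusted p = 0.882, and camera pointed down). The G2/M list did not shift as a group by camera (mean log2 difference 0.03, adjusted p = 0.821). The list of growth factors did not shift as a group by camera (mean log2 difference 0.01, median -0.01, adjusted p = 0.882, and camera pointed down). That of hepatocyte markers did not shift as a group by camera (mean log2 difference 0.04, adjusted p = 0.715).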

The GSH vs. Control comparison showed the activation of cell proliferation, differentiation, and tissue development (Figure 4a). 

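Several genes of proliferation were lower after HP. CDK6, a kinase of G1 progression, differed by -1.41 (standard error 0.14, adjusted p = 0.000605), and CCND2, its cyclin partner, by -1.19 (standard error 0.14, adjusted p = 0.00115). CDKN1C, an inhibitor of cyclin-dependent kinases, rose by 0.85 (standard error 0.20, adjusted p = 0.0205), as did CDKN2C by 0.83 (standard error 0.20, adjusted p = 0.0225). Of 14 G1 cyclins and CDK inhibitors, 2 rose and 3 fell at an adjusted p under 0.05 from limma (3 and 4 adjusted over the list alone, and 4 and 4 at the study criteria). The list of G1 cyclins and CDK inhibitors did not shift as a group by camera (mean log2 difference -0.05, median 0.14, adjusted p = 0.882, and camera pointed down). Among 31 growth factors, 1 rose and 2 fell by limma (1 and 2 adjusted over the list alone, and 2 and 3 at the study criteria). PDGFA, a ligand of the PDGF receptors, differed by -1.88 (standard error 0.21, adjusted p = 0.00101), and HBEGF, a ligand of the EGF receptor, rose by 1.16 (standard error 0.23, adjusted p = 0.00964). The list of growth factors did not shift as a group by camera (mean log2 difference -0.07, adjusted p = 0.766).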

The HP vs. Control group comparison showed the inactivation of cell proliferation and growth and the activation of the apoptotic signalling pathway (Figure 4b). Meanwhile, GSH + HP and HP groups activated cell proliferation (Figure 4c). 

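Several growth factor genes rose in GSH + HP than in HP. HBEGF rose by 1.71 (standard error 0.25, adjusted p = 0.00463), and PDGFA by 1.35 (standard error 0.22, adjusted p = 0.00882). Of 31 growth factors, 7 rose and 0 fell at an adjusted p under 0.05 from limma (7 and 0 adjusted over the list alone, and 10 and 0 at the study criteria). The list of growth factors was higher as a group by camera (mean log2 difference 0.38, adjusted p = 0.000477), with adjusted p = 0.22 with an estimated correlation. CDKN1A, which encodes the cell cycle inhibitor p21, rose from 11.59 ± 0.10 in HP to 14.51 ± 0.08 in GSH + HP (log2 signal, SD, n = 3), and CCND2 rose by 0.71 (standard error 0.17, adjusted p = 0.0445). Among 14 G1 cyclins and CDK inhibitors, 2 rose and 0 fell by limma (3 and 0 adjusted over the list alone, and 3 and 1 at the study criteria). The list of G1 cyclins and CDK inhibitors did not shift as a group by camera (mean log2 difference 0.16, median -0.09, adjusted p = 0.865, and camera pointed up).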

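Cell cycle genes moved both ways with HP, and with GSH pretreatment mitotic genes were lower. CDC7, a kinase of replication onset, differed by -1.49 (standard error 0.17, adjusted p = 0.00108) in HP vs. Control and by 3.18 (standard error 0.19, adjusted p = 4.28e-05) in GSH + HP vs. HP. In HP vs. Control, CENPE, a mitotic motor, differed by -1.15 (standard error 0.16, adjusted p = 0.00204) and MKI67, the proliferation marker Ki-67, by -0.98 (standard error 0.14, adjusted p = 0.00278), while NUSAP1, a spindle protein, rose by 0.79 (standard error 0.16, adjusted p = 0.0102). Of 32 G1/S genes, 3 rose and 3 fell at an adjusted p under 0.05 from limma (4 and 3 adjusted over the list alone, and 6 and 3 at the study criteria), and of 32 G2/M genes 5 rose and 3 fell by limma (7 and 4 adjusted over the list alone, and 9 and 5 at the study criteria). The G1/S list did not shift as a group by camera (mean log2 difference 0.05, adjusted p = 0.534). The G2/M list did not shift as a group by camera (mean log2 difference 0.09, adjusted p = 0.314). In GSH + HP vs. HP, BUB1, a spindle checkpoint kinase, differed by -0.71 (standard error 0.15, adjusted p = 0.0269). For the G2/M genes limma called 0 higher and 1 lower (0 and 10 adjusted over the list alone), against 0 and 13 at the study criteria. This list was lower as a group by camera (mean log2 difference -0.34, adjusted p = 6.33e-06), with adjusted p = 0.22 with an estimated correlation. For the G1/S genes limma called 1 higher and 2 lower (3 and 7 adjusted over the list alone), against 3 and 10 at the study criteria. It was lower as a group by camera (mean log2 difference -0.12, adjusted p = 0.0339), with adjusted p = 0.525 with an estimated correlation. The G1/S call was not made with only the probe sets above background (adjusted p = 0.318), with array weights (adjusted p = 0.0944), after the mild filter (adjusted p = 0.162), after quantile normalization (adjusted p = 0.137) or without GSH + HP replicate 3 (adjusted p = 0.135).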

The expression of cell cycle-related genes was predominantly downregulated in the HP vs. Control comparison and upregulated in the GSH + HP vs. HP comparison. Mitochondria and the endoplasmic reticulum are strongly related to ROS production. 

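Some genes of the mitochondrial ribosome rose with HP. MRPL2 and MRPS11, proteins of its large and small subunits, rose by 1.05 (standard error 0.16, adjusted p = 0.00342) and 1.02 (standard error 0.16, adjusted p = 0.00372). Of 76 genes of the mitochondrial ribosome, 20 rose and 0 fell at an adjusted p under 0.05 from limma (27 and 0 adjusted over the list alone, and 33 and 0 at the study criteria). The list of mitochondrial ribosome genes was higher as a group by camera (mean log2 difference 0.40, adjusted p = 6.65e-10), with adjusted p = 0.458 with an estimated correlation. Of 34 genes of respiratory complex I, 4 rose and 1 fell by limma (4 and 1 adjusted over the list alone, and 9 and 2 at the study criteria), with NDUFB10 at 0.72 (standard error 0.16, adjusted p = 0.0182). This list was higher as a group by camera (mean log2 difference 0.22, adjusted p = 0.00953), with adjusted p = 0.641 with an estimated correlation. Of 43 genes of complexes III to V, 3 rose and 0 fell by limma (0 and 0 adjusted over the list alone, and 10 and 1 at the study criteria), and ATP5MC2, a subunit of ATP synthase, rose by 0.71 (standard error 0.19, adjusted p = 0.0342). The list of complexes III to V was higher as a group by camera (mean log2 difference 0.25, adjusted p = 0.00367), with adjusted p = 0.68 with an estimated correlation. In GSH + HP vs. HP, MRPL2 and MRPS11 differed by -1.01 (standard error 0.24, adjusted p = 0.048) and -0.98 (standard error 0.21, adjusted p = 0.0329). For the mitochondrial ribosome limma called 0 higher and 2 lower (0 and 0 adjusted over the list alone), against 1 and 18 at the study criteria. Against HP, this list was lower as a group by camera (mean log2 difference -0.20, adjusted p = 0.000758), with adjusted p = 0.62 with an estimated correlation. Complex I and complexes III to V had 1 and 2 genes higher and 5 and 3 lower at the study criteria, and limma called 0. Complex I as a list did not shift as a group by camera (mean log2 difference -0.10, adjusted p = 0.257). The list of complexes III to V did not shift as a group by camera (mean log2 difference -0.01, median 0.01, adjusted p = 0.882, and camera pointed down). The complex I call in HP was not made without Control replicate 3 (adjusted p = 0.094) or without HP replicate 3 (adjusted p = 0.167), and that of complexes III to V was not made without Control replicate 3 (adjusted p = 0.0701) or without HP replicate 3 (adjusted p = 0.235). The call of the mitochondrial ribosome in GSH + HP vs. HP was not made with only the probe sets above background (adjusted p = 0.0919).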

A comparison of HP vs. Control showed an upregulation of mitochondria, while the opposite result was observed in GSH + HP vs. HP group comparison. The endoplasmic reticulum was predominantly downregulated in the HP vs. Control and GSH + HP vs. HP groups. 

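Chaperone genes of the endoplasmic reticulum were lower after HP where they changed. EDEM1, which hands misfolded proteins to degradation, differed by -1.26 (standard error 0.22, adjusted p = 0.00608), and HSP90B1, the chaperone GRP94, by -1.08 (standard error 0.18, adjusted p = 0.0042). Of 22 endoplasmic reticulum chaperones, 0 rose and 5 fell at an adjusted p under 0.05 from limma (0 and 5 adjusted over the list alone, and 1 and 6 at the study criteria). The list of endoplasmic reticulum chaperones did not shift as a group by camera (mean log2 difference -0.20, adjusted p = 0.156). In GSH + HP vs. HP, ERO1B, an oxidase of disulfide bond formation, rose by 2.23 (standard error 0.18, adjusted p = 0.000174), and HSP90B1 differed by -1.79 (standard error 0.30, adjusted p = 0.00958). Here limma called 1 higher and 1 lower (1 and 1 adjusted over the list alone), against 1 and 2 at the study criteria. Against HP, the same list did not shift as a group by camera (mean log2 difference 0.05, adjusted p = 0.6).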

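Some genes of base excision repair rose with HP, and more genes of double-strand break repair fell than rose. OGG1, which removes oxidised guanine, rose by 0.85 (standard error 0.16, adjusted p = 0.00773), and APEX1, the main abasic site nuclease, by 0.56 (standard error 0.15, adjusted p = 0.0353). Of 29 genes of base excision repair, 4 rose and 0 fell at an adjusted p under 0.05 from limma (4 and 0 adjusted over the list alone, and 9 and 0 at the study criteria). The list of base excision repair genes was higher as a group by camera (mean log2 difference 0.24, adjusted p = 0.0193), with adjusted p = 0.363 with an estimated correlation. ATM, the kinase that signals double-strand breaks, differed by -1.09 (standard error 0.17, adjusted p = 0.00339) and BRCA2 by -0.90 (standard error 0.15, adjusted p = 0.00536). Of 34 genes of double-strand break repair, 1 rose and 9 fell by limma (1 and 9 adjusted over the list alone, and 2 and 10 at the study criteria). This list was lower as a group by camera (mean log2 difference -0.19, adjusted p = 0.0339), with adjusted p = 0.458 with an estimated correlation. Of 23 mismatch repair genes, 3 rose and 0 fell by limma (3 and 0 adjusted over the list alone, and 5 and 3 at the study criteria). Mismatch repair did not shift as a group by camera (mean log2 difference 0.13, adjusted p = 0.27). With GSH pretreatment, some p53 targets rose, with GADD45A, a DNA damage response gene, at 2.27 (standard error 0.22, adjusted p = 0.000498) and POLH, a polymerase that copies past lesions, at 1.74 (standard error 0.24, adjusted p = 0.00315). Of 26 p53 targets, 13 rose and 0 fell by limma (17 and 0 adjusted over the list alone, and 20 and 0 at the study criteria). The p53 list was higher as a group by camera (mean log2 difference 0.95, adjusted p = 5.87e-15), with adjusted p = 0.0614 with an estimated correlation. In HP vs. Control, the call of base excision repair was not made with only the probe sets above background (adjusted p = 0.0729), without Control replicate 1 (adjusted p = 0.058) or without HP replicate 3 (adjusted p = 0.0699), and that of double-strand break repair was not made with only the probe sets above background (adjusted p = 0.0667), after the mild filter (adjusted p = 0.0799), after quantile normalization (adjusted p = 0.0629), without Control replicate 2 (adjusted p = 0.0518) or without Control replicate 3 (adjusted p = 0.0701).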

The expression of DNA damage-related genes was predominantly upregulated in the HP group compared to the Control group, whereas it was downregulated in the GSH + HP group compared to the HP group. 

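Genes of the MAPK cascade and SMAD targets showed small differences between GSH and Control. MAPK3, the kinase ERK1, differed by 0.47 (standard error 0.17, adjusted p = 0.554). TGFBI, a matrix protein induced by TGFβ, differed by 0.47 (standard error 0.16, adjusted p = 0.523). Of 41 genes of the MAPK cascade, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 adjusted over the list alone, and 1 and 0 at the study criteria). The list of MAPK cascade genes did not shift as a group by camera (mean log2 difference 0.08, adjusted p = 0.157). Of 24 TGFβ and BMP targets, 0 rose and 0 fell by limma (0 and 0 adjusted over the list alone, and 4 and 1 at the study criteria). This list did not shift as a group by camera (mean log2 difference 0.09, adjusted p = 0.424). Of 29 immediate early genes, rapid targets of MAPK signalling, 0 rose and 0 fell by limma (0 and 4 adjusted over the list alone, and 0 and 5 at the study criteria), with JUN at -0.72 (standard error 0.15, adjusted p = 0.271). The immediate early list was lower as a group by camera (mean log2 difference -0.13, adjusted p = 0.0155), with adjusted p = 0.256 with an estimated correlation. This last call was not made without Control replicate 1 (adjusted p = 0.101), without Control replicate 2 (adjusted p = 0.0872), without GSH replicate 1 (adjusted p = 0.103) or without GSH replicate 3 (adjusted p = 0.0576). Of 14 MAPK feedback genes, 0 rose and 0 fell by limma (0 and 0 adjusted over the list alone, and 0 and 1 at the study criteria). The feedback list did not shift as a group by camera (mean log2 difference -0.01, median 0.02, adjusted p = 0.759, and camera pointed down).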

The upregulated genes in the GSH-treated group were enriched in signalling pathways: MAPK, BMP, and SMAD were activated. Furthermore, a comparison of GSH + HP vs. HP group showed the activation of TGFβ, FGF, and MAPK. In contrast, the downregulated genes were enriched in the Wnt, EGF, TGFβ, FGF, JNK, MAPK, and Notch signalling pathways when comparing HP vs. Control group. 

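Some targets of TGFβ rose in GSH + HP against HP. SKIL, a feedback inhibitor of SMAD proteins, rose by 2.25 (standard error 0.19, adjusted p = 0.000213), CCN2, a matricellular growth factor, by 1.27 (standard error 0.18, adjusted p = 0.004) and SNAI1 by 2.29 (standard error 0.22, adjusted p = 0.000467). Of 24 TGFβ and BMP targets, 6 rose and 0 fell at an adjusted p under 0.05 from limma (9 and 1 adjusted over the list alone, and 10 and 2 at the study criteria). The list of TGFβ and BMP targets was higher as a group by camera (mean log2 difference 0.50, adjusted p = 0.000758), with adjusted p = 0.3 with an estimated correlation. Kinase genes of the MAPK cascade changed little, with MAP3K8 at 0.71 (standard error 0.16, adjusted p = 0.0364) and MAP3K12 at 1.12 (standard error 0.24, adjusted p = 0.0294, at background signal). Of 41 genes of this cascade, 2 rose and 0 fell by limma (2 and 0 adjusted over the list alone, and 4 and 9 at the study criteria). The cascade did not shift as a group by camera (mean log2 difference -0.01, adjusted p = 0.879). DUSP10, a phosphatase that inactivates MAPKs, rose by 1.09 (standard error 0.17, adjusted p = 0.00535, at background signal), and SPRY1, an inhibitor of receptor signalling, differed by -1.06 (standard error 0.16, adjusted p = 0.00518). Of 14 MAPK feedback genes, 4 rose and 2 fell by limma (5 and 2 adjusted over the list alone, and 5 and 2 at the study criteria). The feedback list did not shift as a group by camera (mean log2 difference 0.36, adjusted p = 0.145).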

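Several regulators of growth signalling fell with HP, though camera called none of the lists here. SOS1, which carries receptor signals to the MAPK cascade, differed by -1.32 (standard error 0.16, adjusted p = 0.00129). Of 41 genes of the MAPK cascade, 2 rose and 7 fell at an adjusted p under 0.05 from limma (2 and 12 adjusted over the list alone, and 4 and 13 at the study criteria). The list of MAPK cascade genes did not shift as a group by camera (mean log2 difference -0.19, adjusted p = 0.0697). NOTCH2, a NOTCH receptor, differed by -1.53 (standard error 0.15, adjusted p = 0.000562), and of 17 NOTCH targets and receptors 1 rose and 3 fell by limma (1 and 3 adjusted over the list alone, and 2 and 3 at the study criteria). This list did not shift as a group by camera (mean log2 difference -0.12, adjusted p = 0.534), while fry called it lower (adjusted p = 0.00667). NKD1, a WNT feedback inhibitor, differed by -0.73 (standard error 0.14, adjusted p = 0.0101), and of 16 WNT targets 0 rose and 1 fell by limma (0 and 1 adjusted over the list alone, and 1 and 4 at the study criteria). The WNT list did not shift as a group by camera (mean log2 difference -0.09, adjusted p = 0.515). ID2, a BMP target, rose by 1.23 (standard error 0.16, adjusted p = 0.00179). Of 24 TGFβ and BMP targets, 3 rose and 4 fell by limma (5 and 6 adjusted over the list alone, and 6 and 6 at the study criteria). The SMAD target list did not shift as a group by camera (mean log2 difference 0.09, adjusted p = 0.599). Of 14 MAPK feedback genes, 2 rose and 3 fell by limma (3 and 3 adjusted over the list alone, and 4 and 5 at the study criteria), with DUSP16 at -0.97 (standard error 0.15, adjusted p = 0.00384). The feedback list did not shift as a group by camera (mean log2 difference 0.09, median -0.22, adjusted p = 0.821, and camera pointed down).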

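Genes of carriers for glutathione, its conjugates or the cystine used to make it showed small differences between GSH and Control. SLC7A11, which imports cystine for glutathione synthesis, differed by -0.58 (standard error 0.15, adjusted p = 0.387). ABCC6, an ABC transporter, differed by 0.49 (standard error 0.15, adjusted p = 0.491). Of 16 genes of glutathione transport, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 1 adjusted over the list alone, and 1 and 1 at the study criteria). The list of glutathione transport genes did not shift as a group by camera (mean log2 difference -0.08, adjusted p = 0.237).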

The GSH transmembrane transporter-related genes were mostly upregulated in the GSH vs. Control group. 

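Of the genes of peroxide removal outside the NRF2 target list, few were called in the GSH comparisons. In GSH vs. Control, PRDX4, a peroxiredoxin of the endoplasmic reticulum, differed by -0.54 (standard error 0.22, adjusted p = 0.568) and GLRX, a glutaredoxin, by -0.51 (standard error 0.24, adjusted p = 0.632). Of 24 such antioxidant enzymes, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 adjusted over the list alone, and 1 and 1 at the study criteria). The list of other antioxidant enzymes did not shift as a group by camera (mean log2 difference -0.08, adjusted p = 0.306). Between GSH + HP and HP, GLRX2, a mitochondrial glutaredoxin, rose by 0.93 (standard error 0.19, adjusted p = 0.0271), and limma called 1 higher and 0 lower (1 and 0 adjusted over the list alone), against 2 and 5 at the study criteria. Against HP, this list did not shift as a group by camera (mean log2 difference -0.13, adjusted p = 0.145). In HP vs. Control, by comparison, GPX1 and GPX4, peroxidases that use glutathione, rose by 0.96 (standard error 0.18, adjusted p = 0.00769) and 0.79 (standard error 0.16, adjusted p = 0.01). There limma called 5 higher and 1 lower (6 and 3 adjusted over the list alone), against 10 and 3 at the study criteria. With HP, the list was higher as a group by camera (mean log2 difference 0.24, adjusted p = 0.0118), with adjusted p = 0.501 with an estimated correlation. This call was not made without HP replicate 3 (adjusted p = 0.0644).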

The cellular response to HP was activated in both of the GSH-treated groups. Transcription- and translation-related GO terms were predominantly downregulated in the HP vs. Control condition, including protein phosphorylation, regulation of transcription from the RNA polymerase II promoter, and positive regulation of DNA-templated transcription. Conversely, comparison of the GSH + HP vs. HP group showed upregulated transcription- and translation-related GO terms. Moreover, there was activation of liver function-related GO terms, such as alcohol, cholesterol, and lipid metabolism in the GSH vs. Control group comparison. 

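Many genes of chromatin regulators and transcription coactivators fell with HP. KMT2D and KMT2C, histone H3 lysine 4 methyltransferases, differed by -1.48 (standard error 0.19, adjusted p = 0.00144) and -1.24 (standard error 0.16, adjusted p = 0.00166). CREBBP, a histone acetyltransferase, differed by -1.32 (standard error 0.15, adjusted p = 0.00108). Of 25 coactivators, 0 rose and 15 fell at an adjusted p under 0.05 from limma (0 and 18 adjusted over the list alone, and 0 and 19 at the study criteria). The list of coactivators was lower as a group by camera (mean log2 difference -0.66, adjusted p = 1.46e-10), with adjusted p = 0.198 with an estimated correlation. Of 495 zinc finger genes, many of which encode DNA-binding proteins, 7 rose and 61 fell by limma (7 and 60 adjusted over the list alone, and 29 and 120 at the study criteria). ZNF460 differed by -1.67 (standard error 0.16, adjusted p = 0.000562) and ZNF664 by -1.66 (standard error 0.18, adjusted p = 0.000772). The zinc finger list was lower as a group by camera (mean log2 difference -0.17, adjusted p = 0.000664), with adjusted p = 0.242 with an estimated correlation. RPL5, a ribosomal protein, differed by -1.25 (standard error 0.19, adjusted p = 0.0032), while RPL7A rose by 0.88 (standard error 0.16, adjusted p = 0.00731). Of 65 genes of the cytosolic ribosome, 4 rose and 1 fell by limma (4 and 1 adjusted over the list alone, and 8 and 1 at the study criteria). The ribosome list was higher as a group by camera (mean log2 difference 0.14, adjusted p = 0.0339), with adjusted p = 0.813 with an estimated correlation. The ribosome call was not made with only the probe sets above background (adjusted p = 0.0726), in the fit of all 12 arrays (adjusted p = 0.0562), with array weights (adjusted p = 0.14), after quantile normalization (adjusted p = 0.0816), without Control replicate 1 (adjusted p = 0.104), without Control replicate 3 (adjusted p = 0.379) or without HP replicate 3 (adjusted p = 0.778).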

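The lists of coactivators, zinc finger genes and the cytosolic ribosome did not shift between GSH + HP and HP, although single members rose. By contrast, 15 of 29 immediate early genes, described below as transcription factors, rose and 0 fell by limma. Camera called that list higher (adjusted p = 7.61e-14, and 0.256 with an estimated correlation). KDM6B, a histone H3 lysine 27 demethylase, rose by 1.45 (standard error 0.20, adjusted p = 0.00322), and ZNF79 by 1.48 (standard error 0.19, adjusted p = 0.00233). Of 25 coactivators, 1 rose and 0 fell at an adjusted p under 0.05 from limma (1 and 0 adjusted over the list alone, and 4 and 3 at the study criteria). The list of coactivators did not shift as a group by camera (mean log2 difference -0.003, adjusted p = 0.882). Of 495 zinc finger genes, 12 rose and 6 fell by limma (10 and 5 adjusted over the list alone, and 54 and 42 at the study criteria). The zinc finger list did not shift as a group by camera (mean log2 difference 0.01, adjusted p = 0.799). RPL5 rose by 1.06 (standard error 0.25, adjusted p = 0.0469) and RPS27L, a ribosomal protein variant, by 0.77 (standard error 0.17, adjusted p = 0.0333). Of 65 genes of the cytosolic ribosome, 2 rose and 1 fell by limma (2 and 1 adjusted over the list alone, and 2 and 5 at the study criteria). The ribosome list did not shift as a group by camera (mean log2 difference 0.07, adjusted p = 0.357).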

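Lists of lipid genes were slightly higher in GSH than in Control, while no single member passed the test. HSD17B7 and DHCR7, enzymes of cholesterol synthesis, differed by 0.49 (standard error 0.18, adjusted p = 0.554) and 0.48 (standard error 0.17, adjusted p = 0.554). Of 24 genes of cholesterol synthesis, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 adjusted over the list alone, and 4 and 0 at the study criteria). The list of cholesterol synthesis genes was higher as a group by camera (mean log2 difference 0.19, adjusted p = 0.00209), with adjusted p = 0.22 with an estimated correlation. ABCA1, which exports cholesterol, differed by 0.46 (standard error 0.16, adjusted p = 0.542). Of 16 genes of cholesterol efflux, 0 rose and 0 fell by limma (0 and 0 adjusted over the list alone, and 3 and 0 at the study criteria). The efflux list was higher as a group by camera (mean log2 difference 0.24, adjusted p = 0.00136), with adjusted p = 0.22 with an estimated correlation. CIDEB, a lipid droplet protein, differed by 0.49 (standard error 0.18, adjusted p = 0.554). Of 25 genes of fatty acid synthesis and storage, 0 rose and 0 fell by limma (0 and 0 adjusted over the list alone, and 5 and 0 at the study criteria). This list was higher as a group by camera (mean log2 difference 0.18, adjusted p = 0.00335), with adjusted p = 0.429 with an estimated correlation. Of 19 genes of alcohol metabolism, 0 rose and 0 fell by limma (1 and 0 adjusted over the list alone, and 3 and 1 at the study criteria), with ALDH3B1, an aldehyde dehydrogenase, at 0.61 (standard error 0.22, adjusted p = 0.554). Alcohol metabolism did not shift as a group by camera (mean log2 difference 0.07, adjusted p = 0.609). The fatty acid call was not made without GSH replicate 2 (adjusted p = 0.0734).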

The liver function-associated GO terms (including lipid storage and cholesterol efflux) were differentially expressed after comparing HP and Control groups. Moreover, metal ion response-related terms were inactivated in both of the GSH-treated groups. 

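Genes of lipid handling moved both ways with HP. GPAM, the first enzyme of triglyceride synthesis, differed by -1.33 (standard error 0.16, adjusted p = 0.00108), and LPIN2, a phosphatidate phosphatase of the same route, by -0.65 (standard error 0.16, adjusted p = 0.0224). Of 25 genes of fatty acid synthesis and storage, 1 rose and 5 fell at an adjusted p under 0.05 from limma (2 and 5 adjusted over the list alone, and 4 and 6 at the study criteria). The list of fatty acid synthesis and storage genes did not shift as a group by camera (mean log2 difference -0.11, adjusted p = 0.493). CETP, a cholesteryl ester transfer protein, rose by 0.91 (standard error 0.24, adjusted p = 0.0308), and ABCA1 differed by -0.90 (standard error 0.16, adjusted p = 0.00595). Of 16 genes of cholesterol efflux, 3 rose and 1 fell by limma (4 and 1 adjusted over the list alone, and 7 and 1 at the study criteria). The efflux list was higher as a group by camera (mean log2 difference 0.30, adjusted p = 0.0171), with adjusted p = 0.256 with an estimated correlation. This call was not made with only the probe sets above background (adjusted p = 0.138). Of 24 genes of cholesterol synthesis, 4 rose and 0 fell by limma (4 and 0 adjusted over the list alone, and 7 and 4 at the study criteria), and IDI1, an isomerase of the mevalonate pathway, rose by 0.75 (standard error 0.19, adjusted p = 0.0273). The synthesis list did not shift as a group by camera (mean log2 difference 0.10, adjusted p = 0.508).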

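Most metallothioneins, small proteins that bind zinc, copper and cadmium, fell strongly when GSH was given alone. MT1F was 8.81 ± 0.76 in GSH and 12.11 ± 0.42 in Control (log2 signal, SD, n = 3), a difference of -3.30 (standard error 0.33, adjusted p = 0.00535). MT1X differed by -2.88 (standard error 0.35, adjusted p = 0.00865), MT1E by -2.86 (standard error 0.31, adjusted p = 0.00535) and MT1G by -2.61 (standard error 0.28, adjusted p = 0.00535). Of 12 metallothioneins, 0 rose and 7 fell at an adjusted p under 0.05 from limma (0 and 10 adjusted over the list alone, and 0 and 10 at the study criteria). The list of metallothioneins was lower as a group by camera (mean log2 difference -1.97, adjusted p = 2.96e-23), with adjusted p = 0.22 with an estimated correlation. SLC30A1, which exports zinc from the cell, also fell, with a difference of -1.47 (standard error 0.20, adjusted p = 0.0198). SLC39A10, which imports zinc, was the gene with the largest rise, at 1.55 (standard error 0.18, adjusted p = 0.00743). Of 29 genes of metal transport and storage, 1 rose and 1 fell by limma (2 and 1 adjusted over the list alone, and 2 and 3 at the study criteria). The transport list did not shift as a group by camera (mean log2 difference -0.0041, median 0.03, adjusted p = 0.882, and camera pointed down). Metallothionein genes are near-identical in sequence, so their probe sets are not independent measures.

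**Figure D1:**
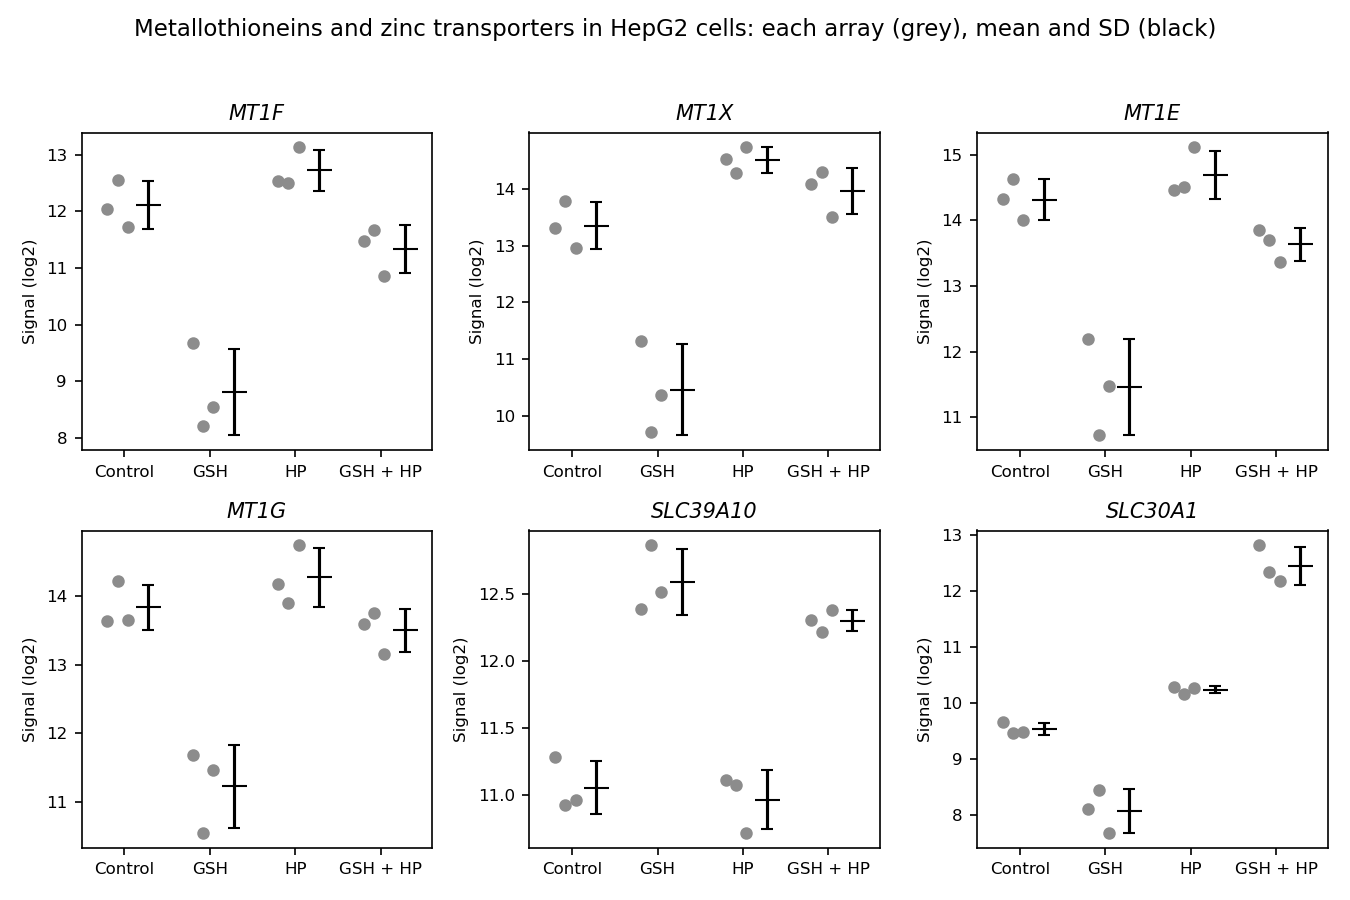
Log2 signal of 4 metallothioneins and 2 zinc transporters in each array of the Control, GSH, HP and GSH + HP groups. Grey points are arrays, and black bars give the mean and SD of 3 arrays. The GSH arrays of MT1F lie between 8.21 and 9.67, all under the Control arrays, and those of SLC39A10 lie between 12.39 and 12.87, all over them.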

Cellular responses to zinc-, copper-, metal-, and cadmium ion-related genes were mostly downregulated in the GSH group. A comparison of GSH + HP vs. the HP group showed an inactivation of the cellular response to Cd ions. 

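Some metallothioneins also fell in GSH + HP against HP. MT1F differed by -1.39 (standard error 0.25, adjusted p = 0.0138), MT1E by -1.06 (standard error 0.22, adjusted p = 0.0271) and MT1H by -0.92 (standard error 0.21, adjusted p = 0.0408). Of 12 metallothioneins, 0 rose and 3 fell at an adjusted p under 0.05 from limma (0 and 6 adjusted over the list alone, and 0 and 7 at the study criteria). The list of metallothioneins was lower as a group by camera (mean log2 difference -0.59, adjusted p = 0.000477), with adjusted p = 0.525 with an estimated correlation.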

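MT1X rose with HP, from 13.35 ± 0.41 to 14.51 ± 0.23 (log2 signal, SD, n = 3), a difference of 1.16 (standard error 0.22, adjusted p = 0.00832). Of 12 metallothioneins, which buffer zinc, 1 rose and 0 fell at an adjusted p under 0.05 from limma (2 and 0 adjusted over the list alone, and 5 and 0 at the study criteria). The list of metallothioneins was higher as a group by camera (mean log2 difference 0.47, adjusted p = 0.00622), with adjusted p = 0.62 with an estimated correlation. Most transporter genes that changed fell, among them ATP7B, a copper exporter, at -0.90 (standard error 0.14, adjusted p = 0.00381) and SLC30A7, a zinc transporter, at -0.72 (standard error 0.16, adjusted p = 0.0155). SLC11A2, an iron importer, differed by -0.90 (standard error 0.20, adjusted p = 0.0183). Of 29 genes of metal transport and storage, 1 rose and 6 fell by limma (1 and 6 adjusted over the list alone, and 3 and 10 at the study criteria). The transport list did not shift as a group by camera (mean log2 difference -0.17, adjusted p = 0.164). The metallothionein call was not made without Control replicate 3 (adjusted p = 0.0701) or without HP replicate 3 (adjusted p = 0.0699). Genes of magnesium response were not among the lists tested here.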

Meanwhile, the HP vs. Control group comparison showed activation of cellular zinc ion homeostasis and inactivation of the response to magnesium ions.

Significantly enriched KEGG of Genes and Genomes pathways were identified using the Database for Annotation, Visualisation, and Integrated Discovery (DAVID). Apoptosis-related genes were predominantly upregulated in the HP vs. Control group, and cell cycle genes were downregulated (Figure 4e). 

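Some genes that oppose apoptosis fell with HP. MCL1, an anti-apoptotic BCL2 family member, fell from 15.03 ± 0.11 in Control to 14.08 ± 0.06 in HP (log2 signal, SD, n = 3), with a difference of -0.95 (standard error 0.14, adjusted p = 0.00331). XIAP, a caspase inhibitor, differed by -0.91 (standard error 0.18, adjusted p = 0.0101) and CFLAR, which blocks death receptor signals, by -0.89 (standard error 0.17, adjusted p = 0.00839). Of 9 genes that oppose apoptosis, 0 rose and 3 fell at an adjusted p under 0.05 from limma (0 and 4 adjusted over the list alone, and 0 and 4 at the study criteria). The list of genes opposing apoptosis was lower as a group by camera (mean log2 difference -0.42, adjusted p = 0.00914), with adjusted p = 0.256 with an estimated correlation. Genes that promote apoptosis moved both ways. BCL2L11, a BH3-only activator of apoptosis, rose by 0.95 (standard error 0.19, adjusted p = 0.0103), while APAF1, the apoptosome scaffold, differed by -0.84 (standard error 0.16, adjusted p = 0.00936). Of 25 such genes, 2 rose and 3 fell by limma (2 and 3 adjusted over the list alone, and 4 and 5 at the study criteria). This list did not shift as a group by camera (mean log2 difference 0.06, adjusted p = 0.6). Against HP alone, FAS, a death receptor, rose by 1.29 (standard error 0.19, adjusted p = 0.0053), and of the 25 genes 3 rose and 0 fell by limma (3 and 0 adjusted over the list alone, and 6 and 1 at the study criteria). Against HP, it did not shift as a group by camera (mean log2 difference 0.20, adjusted p = 0.11).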

Nucleotide excision repair-related genes were upregulated to a greater degree in HP than in the Control. In contrast, base excision repair, nucleotide excision repair, and mismatch repair were downregulated in the GSH + HP vs. HP group comparison. 

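Genes of nucleotide excision repair that changed with HP mostly rose. CDK7, a kinase of the repair factor TFIIH, rose by 1.00 (standard error 0.17, adjusted p = 0.00604). DDB2, which finds ultraviolet lesions, rose by 0.93 (standard error 0.15, adjusted p = 0.00355), and CETN2, a partner of XPC, by 0.91 (standard error 0.19, adjusted p = 0.0116). CUL4A, a ubiquitin ligase scaffold, differed by -0.89 (standard error 0.20, adjusted p = 0.0181). Of 33 genes of nucleotide excision repair, 5 rose and 1 fell at an adjusted p under 0.05 from limma (8 and 5 adjusted over the list alone, and 9 and 5 at the study criteria). The list of nucleotide excision repair genes did not shift as a group by camera (mean log2 difference 0.12, adjusted p = 0.304).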

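Some repair genes fell in GSH + HP against HP. EXO1, an exonuclease of mismatch repair, differed by -0.80 (standard error 0.17, adjusted p = 0.0301) and PMS1, a MutL homologue, by -0.74 (standard error 0.18, adjusted p = 0.0466). Of 23 mismatch repair genes, 0 rose and 3 fell at an adjusted p under 0.05 from limma (0 and 12 adjusted over the list alone, and 0 and 14 at the study criteria). The list of mismatch repair genes was lower as a group by camera (mean log2 difference -0.41, adjusted p = 2.16e-05), with adjusted p = 0.253 with an estimated correlation. NEIL3, a glycosylase for oxidised bases, differed by -0.64 (standard error 0.15, adjusted p = 0.0433), and POLD3, a subunit of polymerase delta, by -0.72 (standard error 0.17, adjusted p = 0.0492). Of 29 genes of base excision repair, 0 rose and 2 fell by limma (0 and 6 adjusted over the list alone, and 0 and 11 at the study criteria). Base excision repair was lower as a group by camera (mean log2 difference -0.28, adjusted p = 0.000758), with adjusted p = 0.388 with an estimated correlation. Of 33 genes of nucleotide excision repair, 0 rose and 0 fell by limma (0 and 0 adjusted over the list alone, and 2 and 8 at the study criteria). RFC3, a clamp loader subunit, differed by -0.58 (standard error 0.17, adjusted p = 0.0878). Nucleotide excision repair was lower as a group by camera (mean log2 difference -0.19, adjusted p = 0.0232), with adjusted p = 0.62 with an estimated correlation. This last call was not made with only the probe sets above background (adjusted p = 0.385), with array weights (adjusted p = 0.12), after the mild filter (adjusted p = 0.0989), after quantile normalization (adjusted p = 0.179), without GSH + HP replicate 3 (adjusted p = 0.212) or without HP replicate 3 (adjusted p = 0.0848).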

The signalling pathway-associated GO terms were mostly upregulated in the GSH vs. Control group and GSH + HP vs. HP group comparisons. Meanwhile, comparison of HP vs. the Control group showed opposite trends to the those of the GSH-treated groups (Figure 4d,f). The KEGGs affected by comparing GSH vs. Control group were the MAPK, p53, pentose phosphate, and chemokine signalling pathways. 

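Pentose phosphate genes were lower in GSH than in Control as a list. TALDO1, transaldolase, differed by -0.87 (standard error 0.17, adjusted p = 0.176) and PGD, which makes NADPH, by -0.67 (standard error 0.15, adjusted p = 0.284). Of 12 genes of the pentose phosphate pathway, 0 rose and 0 fell at an adjusted p under 0.05 from limma (2 and 4 adjusted over the list alone, and 2 and 4 at the study criteria). The list of pentose phosphate pathway genes was lower as a group by camera (mean log2 difference -0.18, adjusted p = 0.0106), with adjusted p = 0.367 with an estimated correlation. Of 26 p53 targets, 0 rose and 0 fell by limma (0 and 2 adjusted over the list alone, and 3 and 2 at the study criteria), with GDF15, a stress cytokine, at -0.84 (standard error 0.16, adjusted p = 0.143). The p53 list did not shift as a group by camera (mean log2 difference 0.02, adjusted p = 0.783). Of 45 chemokines and cytokines, 0 rose and 0 fell by limma (1 and 1 adjusted over the list alone, and 5 and 2 at the study criteria). CCL20 differed by -0.80 (standard error 0.16, adjusted p = 0.176) and CCL16 by 0.77 (standard error 0.15, adjusted p = 0.174). The chemokine list did not shift as a group by camera (mean log2 difference -0.01, adjusted p = 0.783). The pentose phosphate call was not made without Control replicate 2 (adjusted p = 0.157) or without GSH replicate 3 (adjusted p = 0.0806).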

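Of the pathway components listed here, few changed between GSH + HP and HP. PIK3R3, a regulatory subunit of PI3K, rose by 0.97 (standard error 0.19, adjusted p = 0.0205), and IL6R, the interleukin 6 receptor, by 0.73 (standard error 0.17, adjusted p = 0.0432). PIAS1, a SUMO ligase, differed by -0.67 (standard error 0.16, adjusted p = 0.048). Of 47 PI3K/AKT genes, 1 rose and 0 fell at an adjusted p under 0.05 from limma (1 and 0 adjusted over the list alone, and 5 and 6 at the study criteria). The list of PI3K/AKT genes did not shift as a group by camera (mean log2 difference -0.04, adjusted p = 0.691). Of 23 JAK-STAT components, 1 rose and 1 fell by limma (2 and 1 adjusted over the list alone, and 2 and 2 at the study criteria). The JAK-STAT list did not shift as a group by camera (mean log2 difference 0.09, adjusted p = 0.6). FoxO genes were tested as members of the PI3K/AKT list.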

A comparison of GSH + HP vs. HP group showed activation of the JAK-STAT, HIF-1, PI3K/AKT, MAPK, and FoxO signalling pathways. 

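Some genes of PI3K/AKT signalling fell with HP. FOXO1, a transcription factor under AKT control, differed by -1.58 (standard error 0.25, adjusted p = 0.00397). IGF1R, the IGF-1 receptor, differed by -0.93 (standard error 0.17, adjusted p = 0.00723) and PDPK1, which activates AKT, by -0.91 (standard error 0.16, adjusted p = 0.00626). SGK1, a kinase related to AKT, rose by 1.65 (standard error 0.16, adjusted p = 0.000597). Of 47 PI3K/AKT genes, 3 rose and 14 fell at an adjusted p under 0.05 from limma (4 and 17 adjusted over the list alone, and 4 and 21 at the study criteria). The list of PI3K/AKT genes was lower as a group by camera (mean log2 difference -0.28, adjusted p = 0.000576), with adjusted p = 0.28 with an estimated correlation. Among p53 targets, PLK2, a stress-induced kinase, rose by 1.93 (standard error 0.17, adjusted p = 0.000384) and BTG2, an antiproliferative gene, by 1.46 (standard error 0.17, adjusted p = 0.00105), while ZMAT3, an RNA-binding protein, differed by -1.17 (standard error 0.18, adjusted p = 0.00342). Of 26 p53 targets, 4 rose and 5 fell by limma (4 and 5 adjusted over the list alone, and 7 and 5 at the study criteria). The p53 list did not shift as a group by camera (mean log2 difference 0.11, adjusted p = 0.424). JAK2, a cytokine receptor kinase, differed by -1.55 (standard error 0.23, adjusted p = 0.0032), and of 23 JAK-STAT components 1 rose and 2 fell by limma (2 and 9 adjusted over the list alone, and 3 and 9 at the study criteria). The JAK-STAT list did not shift as a group by camera (mean log2 difference -0.17, adjusted p = 0.19).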

KEGGs affected by HP vs. Control included growth hormone synthesis, secretion and action, glucagon, mTOR, MAPK, p53, FoxO, PI3K/AKT, ErbB, Notch, TGF, and the Wnt signalling pathway. Glutathione metabolism showed opposite trends between GSH and HP. Glutathione metabolism-related genes were predominantly downregulated in the GSH vs. Control and GSH + HP groups. In contrast, the HP vs. Control conditions showed an upregulation. In addition, downregulated mineral absorption-related genes were more abundant than upregulated genes in the GSH vs. Control and GSH + HP vs. HP groups. 

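Some genes of glutathione metabolism rose with HP. GSTM3 and MGST1, glutathione transferases, rose by 1.43 (standard error 0.28, adjusted p = 0.00913) and 1.08 (standard error 0.17, adjusted p = 0.00349). Of 47 genes of glutathione metabolism, 14 rose and 1 fell at an adjusted p under 0.05 from limma (19 and 2 adjusted over the list alone, and 21 and 3 at the study criteria). The list of glutathione metabolism genes was higher as a group by camera (mean log2 difference 0.34, adjusted p = 7.43e-05), with adjusted p = 0.253 with an estimated correlation. In GSH vs. Control, both subunits of glutamate-cysteine ligase, the rate-limiting enzyme of glutathione synthesis, fell. GCLC differed by -1.34 (standard error 0.15, adjusted p = 0.00535) and GCLM by -1.19 (standard error 0.18, adjusted p = 0.0363). Here limma called 0 higher and 2 lower (1 and 7 adjusted over the list alone), against 4 and 8 at the study criteria. With GSH alone, this list did not shift as a group by camera (mean log2 difference -0.08, adjusted p = 0.156). With GSH pretreatment, PGD, which makes NADPH, differed by -0.84 (standard error 0.17, adjusted p = 0.0227), while GCLM rose by 1.14 (standard error 0.15, adjusted p = 0.0024). In that comparison limma called 1 higher and 4 lower (1 and 9 adjusted over the list alone), against 2 and 18 at the study criteria. Against HP, this list was lower as a group by camera (mean log2 difference -0.25, adjusted p = 0.000576), with adjusted p = 0.256 with an estimated correlation. Of 12 pentose phosphate genes, 0 rose and 4 fell by limma (0 and 5 adjusted over the list alone, and 0 and 5 at the study criteria). The pentose phosphate list was lower as a group by camera (mean log2 difference -0.41, adjusted p = 0.00421), with adjusted p = 0.256 with an estimated correlation.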

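Among genes of metal transport, 2 zinc transporters rose in GSH + HP against HP. SLC30A1 rose from 10.24 ± 0.07 in HP to 12.45 ± 0.34 in GSH + HP (log2 signal, SD, n = 3), a difference of 2.21 (standard error 0.19, adjusted p = 0.000273). SLC39A10 rose by 1.34 (standard error 0.17, adjusted p = 0.00215). Of 29 genes of metal transport and storage, 2 rose and 0 fell at an adjusted p under 0.05 from limma (2 and 0 adjusted over the list alone, and 3 and 1 at the study criteria). The list of metal transport and storage genes did not shift as a group by camera (mean log2 difference 0.10, adjusted p = 0.69).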

The HP vs. Control and GSH + HP vs. HP groups showed the opposite trend regarding liver-related diseases. 

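Hepatocyte marker genes moved both ways with HP. HNF4A and PROX1, transcription factors of the liver, differed by -0.94 (standard error 0.15, adjusted p = 0.00352) and -0.99 (standard error 0.15, adjusted p = 0.00332), while ASGR2, a receptor subunit of hepatocytes, rose by 0.91 (standard error 0.14, adjusted p = 0.00392). Of 32 hepatocyte markers, 4 rose and 4 fell at an adjusted p under 0.05 from limma (7 and 5 adjusted over the list alone, and 8 and 6 at the study criteria). The list of hepatocyte markers did not shift as a group by camera (mean log2 difference 0.05, adjusted p = 0.715). Between GSH + HP and HP, PROX1 differed by -0.70 (standard error 0.16, adjusted p = 0.0376). Here limma called 0 higher and 2 lower (0 and 2 adjusted over the list alone), against 1 and 6 at the study criteria. Against HP, this list did not shift as a group by camera (mean log2 difference -0.16, adjusted p = 0.126).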

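CYP1A1, which oxidises aromatic hydrocarbons and is a target of the AHR receptor, fell from 11.76 ± 0.12 in Control to 8.70 ± 0.06 in HP (log2 signal, SD, n = 3), with a difference of -3.06 (standard error 0.15, adjusted p = 2.53e-05). CYP3A5, a drug-oxidising enzyme, rose by 0.79 (standard error 0.19, adjusted p = 0.0239). Of 31 genes of cytochrome P450 and xenobiotic metabolism, 3 rose and 1 fell at an adjusted p under 0.05 from limma (4 and 1 adjusted over the list alone, and 8 and 2 at the study criteria). The list of cytochrome P450 and xenobiotic genes did not shift as a group by camera (mean log2 difference -0.01, median 0.00, adjusted p = 0.688, and camera pointed up). Choline metabolism was not among the lists tested here.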

Cancer-related terms such as chemical carcinogenesis, ROS, choline metabolism in cancer, and hepatocellular carcinoma were activated in the HP vs. Control group. Nonalcoholic fatty liver disease-associated genes were also predominantly upregulated in the HP group compared with the Control. 

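Against HP alone, CYP1A1 rose by 2.92 (standard error 0.18, adjusted p = 4.48e-05), and TIPARP, another AHR target, by 0.77 (standard error 0.15, adjusted p = 0.0222). EPHX1, an epoxide hydrolase, differed by -0.79 (standard error 0.18, adjusted p = 0.0401). Of 31 genes of cytochrome P450 and xenobiotic metabolism, 3 rose and 2 fell at an adjusted p under 0.05 from limma (5 and 5 adjusted over the list alone, and 6 and 6 at the study criteria). The list of cytochrome P450 and xenobiotic genes did not shift as a group by camera (mean log2 difference 0.10, median -0.07, adjusted p = 0.791, and camera pointed up).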

Meanwhile, the GSH + HP showed the inactivation of choline metabolism in cancer and chemical carcinogenesis related to ROS.

### 2.5. Alternation of HP-Induced Oxidative Stress by GSH

Subsequently, we examined the effect of GSH on HP-induced oxidative stress. Venn diagrams showed a common and unique DEG set between the HP vs. Control and GSH + HP vs. HP group comparisons (Figure 5a,c). 

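The genes at the study criteria in both comparisons changed direction more often than not. In opposite directions, 600 genes were lower in HP and higher in GSH + HP, and 869 were higher in HP and lower in GSH + HP. In the same direction, 209 genes were higher in both and 342 lower in both. Independent lists of the same sizes would share 320.0 and 296.6 genes in the opposite directions, and 281.2 and 337.6 in the same direction. The HP arrays enter both comparisons with opposite sign, which by itself gives opposite calls. In 50 simulated data sets with no difference between groups, it gave 240.5 opposite calls on average (202 to 271). In 50 with HP changed and GSH + HP equal to HP, it gave 371.3 (332 to 409), and in the same direction 38.9 genes higher in both (17 to 59) and 42.7 lower in both (30 to 65).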

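Among genes lower in HP and higher in GSH + HP were SKIL, a feedback inhibitor of SMAD proteins, and MDM2, which directs p53 to degradation. SKIL was 11.67 ± 0.09 in Control, 9.67 ± 0.25 in HP and 11.91 ± 0.19 in GSH + HP (log2 signal, SD, n = 3). For MDM2 these levels were 14.27 ± 0.10, 13.00 ± 0.06 and 14.38 ± 0.21. At an adjusted p under 0.05 in both comparisons, 129 genes fell with HP and rose with GSH pretreatment. In the same direction, 79 rose in both and 41 fell in both. Of the genes lower in HP and higher in GSH + HP at the study criteria, 439 did not reach the criteria in GSH + HP against Control, 102 stayed below Control and 59 lay above it.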

A total of 529 genes that were significantly downregulated in HP-induced cells (HP vs. Control group) were significantly upregulated in GSH-pretreated cells (GSH + HP vs. HP group). Conversely, 693 genes that showed significant upregulation in HP-induced cells compared to the Control group (HP vs. Control) were significantly downregulated in the GSH-pretreated group compared to the HP group (GSH + HP vs. HP). 

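Many histone genes, which package DNA, rose with HP and fell with GSH pretreatment. H1-5, a linker histone, was 11.34 ± 0.59 in Control, 12.76 ± 0.22 in HP and 10.06 ± 0.37 in GSH + HP (log2 signal, SD, n = 3). It differed by 1.42 (standard error 0.27, adjusted p = 0.0078) in HP vs. Control and by -2.70 (standard error 0.22, adjusted p = 0.00018) in GSH + HP vs. HP. H2AC8, a gene of histone H2A, differed by -2.29 (standard error 0.19, adjusted p = 0.000194) with GSH pretreatment. Of 63 linker and core histones, 34 rose and 0 fell at an adjusted p under 0.05 from limma (44 and 1 adjusted over the list alone, and 45 and 1 at the study criteria) in HP vs. Control. The list of histones was higher as a group by camera (mean log2 difference 0.67, adjusted p = 6.11e-17), with adjusted p = 0.333 with an estimated correlation. With GSH pretreatment, limma called 0 higher and 37 lower (1 and 45 adjusted over the list alone), against 2 and 45 at the study criteria. Against HP, this list was lower as a group by camera (median log2 difference -0.94, adjusted p = 3.59e-29), with adjusted p = 0.22 with an estimated correlation. Of this list, 40 genes are in the set higher in HP and lower in GSH + HP (Fisher's exact test, adjusted p = 1.47e-37). At an adjusted p under 0.05 in both comparisons this set holds 118 genes. Of its genes at the study criteria, 748 did not reach the criteria in GSH + HP against Control. Histone genes are near-identical copies, so their probe sets are not independent measures.

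**Figure D2:**
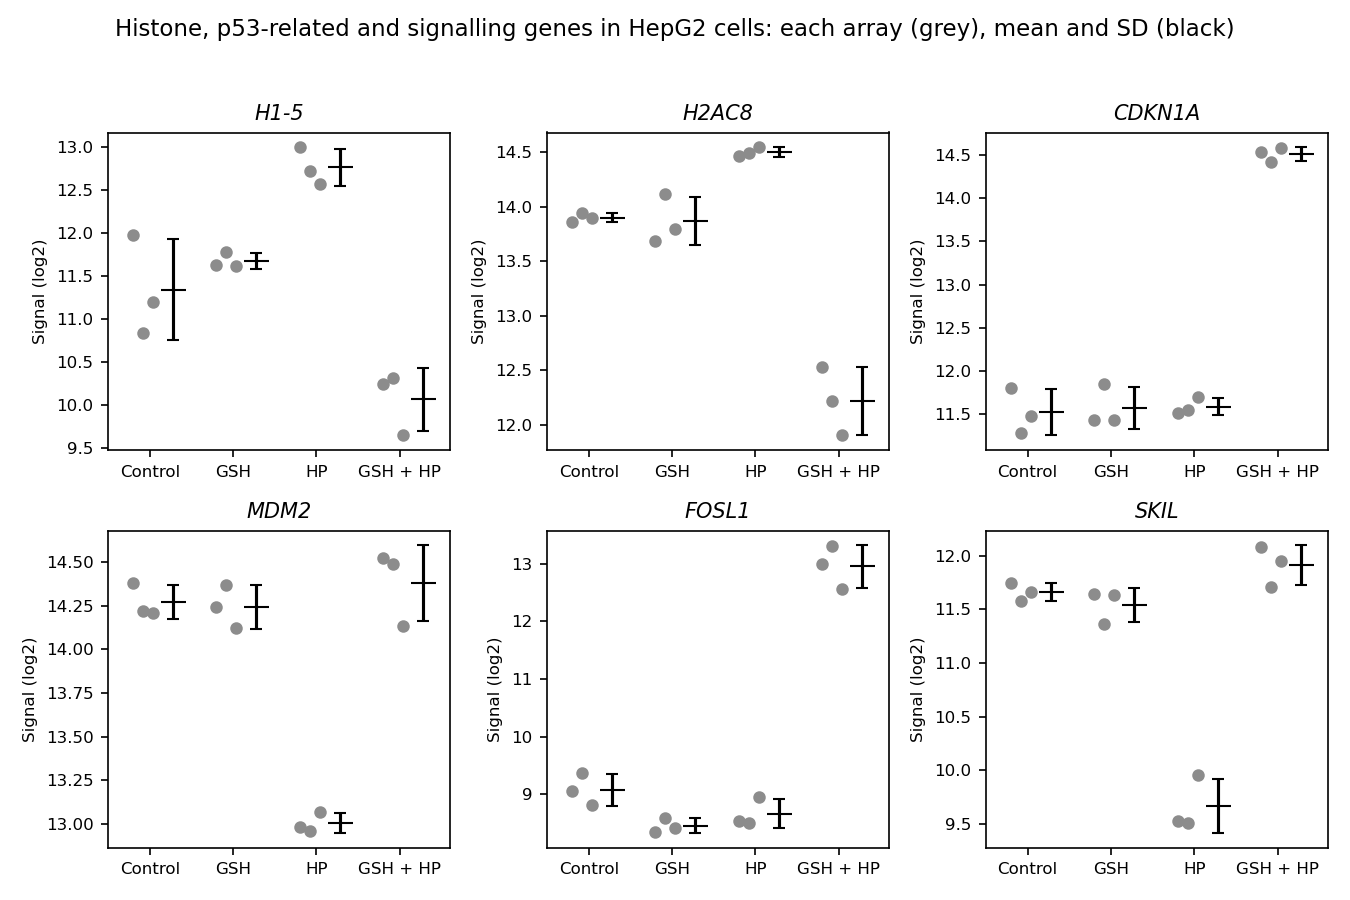
Log2 signal of 2 histone genes, 2 p53 targets, FOSL1 and SKIL in each array of the 4 groups. Grey points are arrays, and black bars give the mean and SD of 3 arrays. The GSH + HP arrays of H1-5 lie between 9.64 and 10.31, under all HP arrays, and those of CDKN1A lie between 14.42 and 14.58, over all other arrays.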

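Targets of p53 and genes that oppose apoptosis were more frequent than in independent draws among genes lower in HP and higher in GSH + HP. MCL1 rose by 1.04 (standard error 0.16, adjusted p = 0.00525) in GSH + HP vs. HP, and this class also holds CFLAR and XIAP. Of 9 genes that oppose apoptosis, 3 are in it (Fisher's exact test over 53 lists and both classes, adjusted p = 0.0175). For p53 targets it holds 5 of 26 (adjusted p = 0.0107), including TNFRSF10B, a death receptor that rose by 1.28 (standard error 0.18, adjusted p = 0.004), and MDM2. Of 25 genes that promote apoptosis the class holds 3, TNFRSF10A, TNFRSF10B and BMF, a number that does not pass the test (adjusted p = 0.191). Between GSH + HP and HP, of the 9 genes that oppose apoptosis 1 rose and 0 fell at an adjusted p under 0.05 from limma (5 and 0 adjusted over the list alone, and 5 and 0 at the study criteria). The list of genes opposing apoptosis was higher as a group by camera (mean log2 difference 0.48, adjusted p = 0.00133), with adjusted p = 0.22 with an estimated correlation. G1/S genes are represented by 1 of 32 and G2/M genes by 0 of 32 (adjusted p = 1.0 for each).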

The 529 common genes between HP vs. Control (down) and GSH + HP vs. HP (up) showed significantly enriched GO-related genes to cellular programmes, such as positive regulation of cell proliferation, hepatic stellate cell activation, and negative regulation of the extrinsic apoptotic signalling pathway (Figure 5b). Cell cycle-associated GO terms included activation of GTPase activity, positive regulation of cyclin-dependent protein serine/threonine kinase activity, and positive regulation of G1/S transition of the mitotic cell cycle and cell cycle. Moreover, signalling pathways such as cytokine, NGF, VEGF, TGFβ, FGF, MAPK, and phosphatidylinositol 3-kinase signalling were activated. 

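TGFβ and BMP targets had the smallest p of all lists among genes lower in HP and higher in GSH + HP, with 6 of 24 (Fisher's exact test, adjusted p = 0.000909). They include SKIL, CCN2 and SMAD7, an inhibitor of TGFβ receptors. For HIF-1 targets the number was 5 of 33 (adjusted p = 0.0209). The lists of growth factors, cytokines, MAPK cascade and PI3K/AKT genes hold 2, 4, 1 and 3 such genes, numbers that do not pass the test (adjusted p from 0.201 to 1.0). Against HP alone, LIF, a cytokine, rose by 1.88 (standard error 0.25, adjusted p = 0.00294), and of 45 chemokines and cytokines 4 rose and 0 fell by limma (4 and 1 adjusted over the list alone, and 8 and 2 at the study criteria). The chemokine list did not shift as a group by camera (mean log2 difference 0.17, adjusted p = 0.088). VEGFA, which drives vessel growth, rose by 1.65 (standard error 0.15, adjusted p = 0.000385) and EPHA2, an ephrin receptor, by 2.12 (standard error 0.19, adjusted p = 0.000344). Of 27 angiogenesis genes, 6 rose and 1 fell by limma (7 and 1 adjusted over the list alone, and 9 and 1 at the study criteria). The angiogenesis list was higher as a group by camera (mean log2 difference 0.43, adjusted p = 0.00659), with adjusted p = 0.242 with an estimated correlation. NFKBIA, an inhibitor of NF-κB, rose by 1.83 (standard error 0.16, adjusted p = 0.00027), and of 18 NF-κB targets 3 rose and 0 fell by limma (4 and 0 adjusted over the list alone, and 7 and 0 at the study criteria). The list of NF-κB targets was higher as a group by camera (mean log2 difference 0.43, adjusted p = 0.000411), with adjusted p = 0.22 with an estimated correlation. From the terms enriched among the shared genes, the paper concludes that GSH stimulates growth factor-related and MAPK signalling and protects against oxidative stress by promoting proliferation.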

Positive regulation of transcription from the RNA polymerase II promoter, protein kinase C signalling, protein phosphorylation, and histone H3-K4 monomethylation were activated. A total of 693 common genes between HP vs. Control (down) and GSH + HP vs. HP (up) showed significantly enriched GO terms related to response to DNA damage, such as regulation of DNA repair, positive regulation of double-strand break repair, base excision repair, DNA-dependent DNA replication, and chromatin remodelling (Figure 5d). 

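Base excision repair genes were among those higher in HP and lower in GSH + HP, with 6 of 29 (Fisher's exact test, adjusted p = 0.0139). They are LIG1, a DNA ligase, POLE3, OGG1, POLD2, APEX1 and UNG, which removes uracil from DNA. Of double-strand break repair genes this class holds 1 of 34, CHEK2, a checkpoint kinase (adjusted p = 1.0). For mismatch repair the number was 4 of 23 (adjusted p = 0.111) and for nucleotide excision repair 3 of 33 (adjusted p = 0.551).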

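GABARAP, a protein of the autophagosome membrane, rose with HP by 1.44 (standard error 0.16, adjusted p = 0.000938), and CTSD, a lysosomal protease, by 0.97 (standard error 0.17, adjusted p = 0.006). Of 29 genes of lysosome and autophagy, 6 rose and 0 fell at an adjusted p under 0.05 from limma (7 and 0 adjusted over the list alone, and 7 and 1 at the study criteria). The list of lysosome and autophagy genes was higher as a group by camera (mean log2 difference 0.24, adjusted p = 0.00922), with adjusted p = 0.333 with an estimated correlation. With GSH pretreatment, CTSD differed by -1.49 (standard error 0.33, adjusted p = 0.0333), while MAP1LC3B, another autophagosome protein, rose by 1.18 (standard error 0.16, adjusted p = 0.00331). There limma called 2 higher and 1 lower (6 and 5 adjusted over the list alone), against 7 and 8 at the study criteria. Against HP, this list did not shift as a group by camera (mean log2 difference -0.08, adjusted p = 0.666). Genes higher in HP and lower in GSH + HP include 3 of the list, CTSD, ATG3 and GABARAP (Fisher's exact test, adjusted p = 0.475).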

Macroautophagy regulation was also activated. 

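Some genes of the mitochondrial ribosome, which translates the mitochondrial genome, were higher in HP and lower in GSH + HP. Of 76 such genes 16 were in this class, more than independent draws of genes would give (Fisher's exact test, adjusted p = 4.57e-06). MRPL2, MRPS11, MRPS35 and MRPL43 are among them. Glutathione metabolism is represented by 12 of 47 genes (adjusted p = 1.37e-05). They include GPX2, a glutathione peroxidase, which was 11.54 ± 0.32 in Control, 12.78 ± 0.33 in HP and 11.03 ± 0.29 in GSH + HP (log2 signal, SD, n = 3), and MGST1. Metallothioneins hold 5 of 12 (adjusted p = 0.00143) and NRF2 targets 8 of 30 (adjusted p = 0.000652). Complex I holds 4 of 34 (adjusted p = 0.245). Fisher's test takes genes as independent, which genes of a list, such as the near-identical metallothioneins, need not be. With an estimated correlation, camera called no shift of the mitochondrial ribosome (adjusted p = 0.458 in HP vs. Control and 0.62 in GSH + HP vs. HP).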

The mitochondria-related GO terms included glutathione metabolic process, respiratory burst, mitochondrial translation, and mitochondrial organisation.

### 2.6. Detection of Gene Clusters and Functional Modules

Functionally clustered genes were generated using the HumanBase public database and analysed using a liver-specific network. Functional clusters allowed us to interpret the tight biological networks between these genes. We analysed the upregulated and downregulated DEGs separately under the conditions of GSH + HP vs. HP. Two thousand three hundred and thirty upregulated DEGs generated from the GSH + HP vs. HP group comparison revealed three modules (Figure 6a). 

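Of the genes of isoprenoid and cholesterol synthesis, HMGCS1, which makes HMG-CoA, rose by 0.87 (standard error 0.15, adjusted p = 0.0114) and IDI1 by 0.69 (standard error 0.17, adjusted p = 0.0472) in GSH + HP vs. HP. Of 24 genes of cholesterol synthesis, 2 rose and 0 fell at an adjusted p under 0.05 from limma (4 and 0 adjusted over the list alone, and 7 and 1 at the study criteria). The list of cholesterol synthesis genes did not shift as a group by camera (mean log2 difference 0.17, adjusted p = 0.0902).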

Module 1 contained 288 DEGs with 32 significantly enriched biological process (BP) terms related to metabolic processes, such as retinoid metabolic processes, positive regulation of phospholipid biosynthetic processes, and isoprenoid metabolic processes. 

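Many immediate early genes, transcription factors that respond within minutes to stress and growth signals, rose in GSH + HP against HP. FOSL1, an AP-1 subunit, was 8.66 ± 0.25 in HP and 12.96 ± 0.37 in GSH + HP (log2 signal, SD, n = 3), a difference of 4.29 (standard error 0.22, adjusted p = 4.05e-05). ATF3, a stress-induced transcription factor, rose by 3.71 (standard error 0.20, adjusted p = 4.05e-05) and JUNB by 2.68 (standard error 0.16, adjusted p = 4.37e-05). Of 29 immediate early genes, 15 rose and 0 fell at an adjusted p under 0.05 from limma (17 and 0 adjusted over the list alone, and 17 and 0 at the study criteria). The list of immediate early genes was higher as a group by camera (mean log2 difference 1.21, adjusted p = 7.61e-14), with adjusted p = 0.256 with an estimated correlation. Members of the list also rose with HP alone, with IER5 at 2.82 (standard error 0.19, adjusted p = 0.000175), EGR1 at 2.11 (standard error 0.24, adjusted p = 0.000938) and JUN at 2.00 (standard error 0.20, adjusted p = 0.000597). With HP alone, limma called 15 higher and 3 lower (17 and 4 adjusted over the list alone), against 17 and 4 at the study criteria. With HP, this list was higher as a group by camera (mean log2 difference 0.73, adjusted p = 6.52e-06), with adjusted p = 0.256 with an estimated correlation. PPP1R15A, a regulator of translation after stress, rose by 2.59 (standard error 0.32, adjusted p = 0.00168) in GSH + HP vs. HP, and of 21 genes of the integrated stress response 7 rose and 0 fell by limma (7 and 0 adjusted over the list alone, and 8 and 2 at the study criteria). The stress response list was higher as a group by camera (mean log2 difference 0.54, adjusted p = 0.00355), with adjusted p = 0.362 with an estimated correlation. DNAJB1, a heat shock cochaperone, rose by 1.30 (standard error 0.16, adjusted p = 0.0018), and of 15 heat shock genes 3 rose and 0 fell by limma (7 and 0 adjusted over the list alone, and 7 and 0 at the study criteria). The heat shock list was higher as a group by camera (mean log2 difference 0.46, adjusted p = 0.000202), with adjusted p = 0.22 with an estimated correlation.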

Module 2 contained 207 DEGs related to stress responses, such as the regulation of tissue remodelling, positive regulation of the stress-activated MAPK cascade, and positive regulation of stress-activated protein kinase signalling. Module 3 contained 373 DEGs related to cellular programmes such as positive regulation of developmental growth, regulation of developmental growth, and positive regulation of protein kinase activity. In contrast, 2472 downregulated DEGs from the GSH + HP vs. HP condition were analysed (Figure 6b). 

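Some genes of double-strand break repair fell in GSH + HP against HP. FANCA, a Fanconi anaemia protein, differed by -1.40 (standard error 0.15, adjusted p = 0.000814). PALB2, which brings BRCA2 to breaks, differed by -0.88 (standard error 0.17, adjusted p = 0.0172), RAD51B by -0.92 (standard error 0.16, adjusted p = 0.0115) and PRKDC, a kinase of end joining, by -0.87 (standard error 0.16, adjusted p = 0.0152). Of 34 genes of double-strand break repair, 0 rose and 4 fell at an adjusted p under 0.05 from limma (0 and 7 adjusted over the list alone, and 0 and 16 at the study criteria). The list of double-strand break repair genes was lower as a group by camera (mean log2 difference -0.42, adjusted p = 6.38e-08), with adjusted p = 0.13 with an estimated correlation.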

Module 1 contained 353 DEGs with 334 significantly enriched BP terms related to DNA repair responses, such as DNA repair, double-strand break repair, and regulation of DNA metabolic processes. Module 2 contained 53 DEGs related to transcription and translation, including negative regulation of protein ubiquitination and nuclear transport and negative regulation of protein modification by small protein conjugation or removal. 

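Genes of clotting factors moved both ways between GSH + HP and HP. SERPINC1, which encodes antithrombin, differed by -0.85 (standard error 0.18, adjusted p = 0.0253), while F13B, a subunit of factor XIII, rose by 0.98 (standard error 0.22, adjusted p = 0.0383, at background signal). Of 26 coagulation genes, 1 rose and 1 fell at an adjusted p under 0.05 from limma (2 and 5 adjusted over the list alone, and 3 and 5 at the study criteria). The list of coagulation genes did not shift as a group by camera (mean log2 difference -0.02, adjusted p = 0.609). With HP alone, SERPINC1 rose by 1.10 (standard error 0.16, adjusted p = 0.00258) and FGB, a fibrinogen chain, by 0.62 (standard error 0.16, adjusted p = 0.0294). Between HP and Control, limma called 4 higher and 1 lower (6 and 1 adjusted over the list alone), against 9 and 1 at the study criteria. With HP, this list was higher as a group by camera (mean log2 difference 0.25, adjusted p = 0.00794), with adjusted p = 0.28 with an estimated correlation. Of the 26 genes, 5 were higher in HP and lower in GSH + HP (Fisher's exact test, adjusted p = 0.0365).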

Module 3 contained 449 DEGs related to coagulation, such as the regulation of blood coagulation, positive regulation of vasoconstriction, and regulation of haemostasis signalling.

### 2.7. Common and Unique DEGs in Control, GSH, HP, and GSH + HP Groups in HepG2 Cells

Finally, heat maps summarise the DEGs related to antioxidant survival systems activated by GSH treatment in the present study and in previous publications (Figure 7). A few genes were activated more than those in the Control group, while the GSH + HP group activated the MAPK signalling pathway (Figure 7a). 

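Between GSH + HP and HP, NR4A1, an immediate early nuclear receptor, rose from 9.16 ± 0.44 to 11.26 ± 0.34 (log2 signal, SD, n = 3), a difference of 2.10 (standard error 0.25, adjusted p = 0.00159). MAP2K3, an activator of p38, differed by 0.55 (standard error 0.19, adjusted p = 0.145), and JUND, an AP-1 subunit, by 0.44 (standard error 0.20, adjusted p = 0.255). Of the 13 genes of Figure 7a, 12 are on the array and 9 have a group mean above background. Here 5 rose and 0 fell by limma (7 and 0 at the study criteria). In GSH vs. Control, 0 rose and 0 fell (0 and 0 at the study criteria), with STAT5A at 0.34 (standard error 0.20, adjusted p = 0.701). In GSH + HP against Control, 9 rose.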

The PI3K/AKT, GSH, and GSH + HP groups were strongly activated (Figure 7B). 

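Of the 6 genes HGF, COL9A1, PIK3R6, CCND1, MCL1 and MDM2, the first 3 lie at background signal in every group. CCND1, cyclin D1, differed by 0.06 (standard error 0.15, adjusted p = 0.937) in GSH vs. Control and by 0.56 (standard error 0.17, adjusted p = 0.0903) in GSH + HP vs. HP. MDM2 differed by -0.03 (standard error 0.15, adjusted p = 0.973) and 1.38 (standard error 0.17, adjusted p = 0.00176) in these comparisons, and MCL1 by -0.33 (standard error 0.15, adjusted p = 0.627) in the first. With HP alone, MDM2 differed by -1.27 (standard error 0.14, adjusted p = 0.000976). HGF, a ligand of the MET receptor, differed by 0.54 (standard error 0.27, adjusted p = 0.658, at background signal) in GSH vs. Control. COL9A1, a collagen chain, differed by 0.41 (standard error 0.14, adjusted p = 0.546, at background signal) and PIK3R6, a regulatory subunit of PI3K, by 0.38 (standard error 0.17, adjusted p = 0.621, at background signal). Of the 13 genes of Figure 7b, 0 rose and 0 fell in GSH vs. Control by limma (3 and 0 at the study criteria). Against HP alone, 4 rose and 0 fell (7 and 0). Of the panel's genes 6 have a group mean above background. The fixed list of 47 PI3K/AKT genes had 0 called higher and 0 lower in GSH vs. Control by limma (3 and 1 at the study criteria), and 0 and 0 adjusted over the list alone. It did not shift as a group by camera (mean log2 difference 0.03, adjusted p = 0.882).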

Commonly upregulated genes were *HGF*, *COL9A1*, *PIK3R6*, *CCND1*, *MCL1*, and *MDM2*. 

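Some HIF-1 targets rose in GSH + HP against HP. ADM, a vasodilator peptide, rose by 2.11 (standard error 0.20, adjusted p = 0.00043). PFKFB3, an activator of glycolysis, rose by 1.89 (standard error 0.24, adjusted p = 0.00196), from 5.17 in HP, which is at background signal. Of 33 HIF-1 targets, 5 rose and 0 fell at an adjusted p under 0.05 from limma (7 and 2 adjusted over the list alone, and 12 and 5 at the study criteria). The list of HIF-1 targets was higher as a group by camera (mean log2 difference 0.39, adjusted p = 0.00792), with adjusted p = 0.35 with an estimated correlation. Between HP and Control, ADM rose by 1.92 (standard error 0.24, adjusted p = 0.0013), and limma called 5 higher and 4 lower (5 and 7 adjusted over the list alone), against 6 and 7 at the study criteria. With HP, this list did not shift as a group by camera (mean log2 difference 0.03, adjusted p = 0.882). With GSH alone, limma called 0 higher and 0 lower (0 and 0 adjusted over the list alone), against 0 and 3 at the study criteria. With GSH alone, it did not shift as a group by camera (mean log2 difference -0.02, adjusted p = 0.6). Of the 13 genes of Figure 7c, 7 rose and 0 fell in GSH + HP vs. HP by limma (10 and 0 at the study criteria). LDHC, a testis form of lactate dehydrogenase, rose by 2.26 (standard error 0.24, adjusted p = 0.000676), from 5.22 in HP, which is at background signal.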

HIF-1 signalling pathway-related genes were especially upregulated in the GSH + HP group compared to the HP group (Figure 7C). NRF2 signalling pathway-associated genes were upregulated in the GSH, HP, and GSH + HP groups (Figure 7D). 

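Some NRF2 targets, genes with antioxidant response elements, fell with GSH alone. TXNRD1, thioredoxin reductase, was 13.93 ± 0.09 in GSH and 15.08 ± 0.10 in Control (log2 signal, SD, n = 3), a difference of -1.15 (standard error 0.15, adjusted p = 0.0143). AKR1B10 differed by -2.28 (standard error 0.25, adjusted p = 0.00535). Of 30 NRF2 targets, 0 rose and 4 fell at an adjusted p under 0.05 from limma (0 and 21 adjusted over the list alone, and 0 and 23 at the study criteria). The list of NRF2 targets was lower as a group by camera (mean log2 difference -0.69, adjusted p = 1.16e-30), with adjusted p = 0.0614 with an estimated correlation. With HP alone, GPX2 rose by 1.25 (standard error 0.22, adjusted p = 0.00585), TALDO1 rose by 0.78 (standard error 0.15, adjusted p = 0.0091) and SLC7A11 differed by -1.07 (standard error 0.14, adjusted p = 0.00187). There limma called 5 higher and 3 lower (7 and 3 adjusted over the list alone), against 9 and 3 at the study criteria. With HP, this list did not shift as a group by camera (mean log2 difference 0.13, adjusted p = 0.16). With GSH pretreatment, HMOX1, which encodes haem oxygenase 1, rose by 2.92 (standard error 0.22, adjusted p = 0.00013). GPX2 differed by -1.75 (standard error 0.22, adjusted p = 0.00194) and AKR1B10 by -1.72 (standard error 0.20, adjusted p = 0.0015). Here limma called 3 higher and 11 lower (5 and 13 adjusted over the list alone), against 6 and 17 at the study criteria. Against HP, the list was lower as a group by camera (mean log2 difference -0.32, adjusted p = 0.000758), with adjusted p = 0.525 with an estimated correlation. Of the 11 genes of Figure 7d, 3 have a group mean above background.

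**Figure D3:**
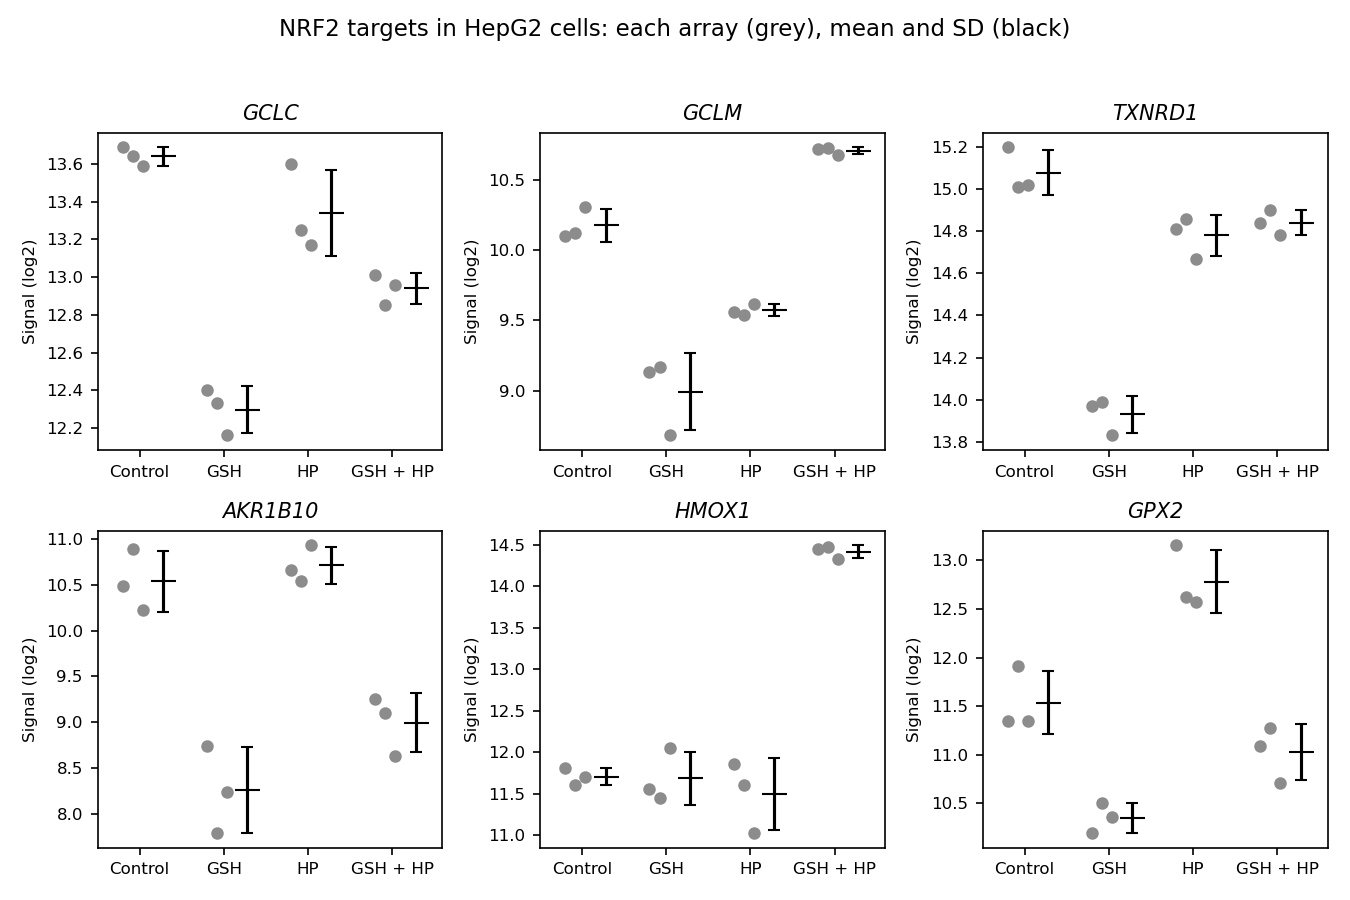
Log2 signal of 6 NRF2 targets in each array of the Control, GSH, HP and GSH + HP groups. Grey points are arrays, and black bars give the mean and SD of 3 arrays. The GSH arrays of GCLC lie between 12.16 and 12.40, under all Control arrays, and the GSH + HP arrays of HMOX1 lie between 14.33 and 14.48, over all other arrays.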

The commonly upregulated genes between the GSH and GSH + HP groups were *GPX7*, *GRXCR1*, and *GRXCR2* and *SOD3* and *ALDH3A1*. 

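GPX7, GRXCR1, GRXCR2, SOD3 and ALDH3A1 have no group mean above background, so their differences are between dim signals. With GSH alone, ALDH3A1, an aldehyde dehydrogenase, differed by 0.84 (standard error 0.15, adjusted p = 0.112) and SOD3, an extracellular superoxide dismutase, by 0.36 (standard error 0.16, adjusted p = 0.612). GRXCR2, a glutaredoxin-like protein, differed by 0.30 (standard error 0.21, adjusted p = 0.733), GRXCR1 by -0.07 (standard error 0.17, adjusted p = 0.931) and GPX7, a peroxidase, by -0.15 (standard error 0.19, adjusted p = 0.87). Between GSH + HP and HP, GPX7 differed by 0.27 (standard error 0.20, adjusted p = 0.493), SOD3 by -0.07 (standard error 0.16, adjusted p = 0.836) and ALDH3A1 by -0.08 (standard error 0.24, adjusted p = 0.89). GRXCR1 differed there by -0.16 (standard error 0.19, adjusted p = 0.687) and GRXCR2 by 0.03 (standard error 0.22, adjusted p = 0.952). Of the 11 genes of Figure 7d, 0 rose and 1, GCLM, fell in GSH vs. Control by limma (2 and 1 at the study criteria).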

In addion, we performed ELISA to check the protein expression level of antioxidant-related enzymes such as HO-1 and GPx (Figure 8). In the GSH + HP group, HO-1 and GPx were significantly expressed compared with the HP group.

## 3. Discussion

We have presented a comprehensive analysis of transcriptome-wide changes induced by GSH in HepG2 cells under normal and oxidative stress conditions. We explored the effects of GSH on cellular pathways and their molecular responses to oxidative stress to shed light on its potential implications in promoting liver health and mitigating oxidative stress-related liver disorders.

Glutathione is an antioxidant peptide naturally formed in the liver [13]. It has important functions in the liver since this organ is particularly susceptible to ROS [23]. Previous studies demonstrate the efficacy of GSH against liver diseases, such as NAFLD [18,24,25]. However, endogenous GSH levels naturally decrease with age [26]. Additionally, the human body poorly absorbs dietary GSH since cooking and storage conditions can decrease the amount of GSH in food [27]. Therefore, there was an increasing trend of GSH supplementation. The hepatoprotective effects of GSH and the mechanism by which it activates NRF2 are known. However, the comprehensive molecular mechanism, including NRF2’s upstream and downstream in the liver are poorly studied. Moreover, there is no comparative analysis of GSH’s effects under physiological and oxidative stress conditions.

This study showed that the GSH treatment group significantly activated cell proliferation, differentiation, development, and several signalling pathways (including BMP) under normal conditions that are well-known differentiation-related signals (Figure 4a). Moreover, the GSH treatment group significantly activated essential liver function-related GO terms, such as alcohol metabolism and cholesterol storage. A previous study reported that endogenous GSH has a crucial role in cellular processes, such as proliferation and differentiation in the human body [28]. Moreover, GSH is related to alcohol metabolism [29]. Therefore, our result demonstrated the potential of GSH treatment for activating cellular programmes such as growth and enhancing liver functions under normal conditions.

Glutathione is a widely researched antioxidant compound owing to its protective effects against oxidative damage in some cell lines [20,21,22]. This study showed that GSH has a protective effect against oxidative stress (Figure 1a–d). Additionally, GSH activated the MAPK, PI3K/AKT, and HIF-1 signalling pathways against oxidative stress (Figure 4c,f). The GSH-treated group without oxidative stress significantly activated MAPK signalling compared to the Control group (Figure 4a). In contrast, MAPK and PI3K/AKT signalling were inactivated in the oxidative stress-induced groups (Figure 4b,e). Moreover, Nrf2 signalling was activated, especially in the GSH + HP group (Figure 7d). Nrf2 is the primary regulator as a transcriptional factor of antioxidant genes that induces antioxidant response elements [30]. NRF2 is phosphorylated by several kinases, including the MAPK and PI3K/AKT signalling pathways [31,32]. The MAPK and PI3K/AKT pathways play crucial roles in cell proliferation and survival. In addition, HIF-1 is a master regulator of cellular oxygen sensing, cell proliferation, and survival, and HIF-1 activation is mediated via MAPK or NRF2 [33,34]. Previous studies demonstrate the activation of NRF2 and one of these kinases following GSH treatment in macrophage and neurone cell lines [20,21]. This study elucidated the details of the hepatoprotective mechanisms of GSH involving the activation of NRF2 and related signalling pathways including MAPK, PI3K/AKT, and HIF-1 in liver cells. The elucidation of these findings at the molecular level owing to comprehensive microarray analysis is significant for the study of GSH’s hepatoprotective mechanism. Furthermore, oxidative stress increases the risk of several diseases including cancer and NAFLD [35,36]. In our study, the HP-treated groups (but not the GSH + HP group) showed activation of functional events, including carcinoma and NAFLD (Figure 4e). Moreover, tumour growth and metastasis depend on angiogenesis [32], and angiogenesis-related terms were inactivated comparing GSH + HP vs. HP group (Figure 6B). These results indicate that GSH activates the antioxidant system and attenuates the risk of HP-induced liver diseases.

We elucidated the alteration of the GSH-specific effect against HP-induced oxidative stress by common and unique DEG sets between the HP vs. Control and GSH + HP vs. HP groups (Figure 5a,c). Negative regulation of apoptotic signals, proliferation, and cell cycle-related GO terms was significantly activated among the common genes from HP vs. Control group (down) and GSH + HP vs. HP group (up) (Figure 5b). Furthermore, several signalling pathways (including NGF, VEGF, FGF, TGFβ, and MAPK) were activated. These results indicate that GSH stimulates growth factor-related signalling pathways and MAPK and protects against oxidative stress by promoting proliferation. In contrast, the common genes from HP vs. Control group (up) and GSH + HP vs. HP group (down) showed activation in response to DNA damage-related GO terms. We hypothesised that GSH protected HepG2 cells from HP, resulting in reduced DNA damage. Moreover, mitochondria-related GO terms were activated in the HP vs. Control (top) and GSH + HP vs. HP (bottom) groups. In addition, the GSH-treated groups showed inactivation of GSH metabolism (Figure 4e,f) and activation of GSH transmembrane transporter activity (Figure 4a). These results suggest that GSH treatment supplies sufficient amounts of GSH to the cells, and there is no longer a need to produce it.

This study showed the comparison of GSH’s effect under normal and oxidative conditions. Under normal conditions, GSH activated cellular programmes, such as growth, and enhanced liver functions. Meanwhile, GSH activated cell proliferation under normal conditions but did not activate cell growth, differentiation, and tissue development under oxidative stress, unlike in normal conditions. In addition, chemokine- and cytokine-related pathways were activated under normal conditions, while the defence systems and cell survival-related pathways such as MAPK, PI3K/AKT, and HIF-1 were mainly activated under oxidative stress. These results suggest that GSH has a different effect depending on the condition, and GSH regulates various cellular processes and enhances liver function under normal conditions, while GSH protects the liver from oxidative stress by activating the defence system of various cells under oxidative stress.

Metallothioneins (MTs) are small cysteine-rich heavy metal-binding proteins that participate in an array of protective metal ion-induced stress responses including oxidative stress [37]. They act as a complementary antioxidant to GSH in cells [38]. Our microarray analysis showed that the GSH-treated groups had downregulated metal ion response-related genes, including *MT* (Figure 4a,d). These results indicated that oxidative stress to HepG2 cells was suppressed by treatment with GSH, resulting in decreased MT expression. It demonstrated that GSH reduced the risk of liver-related diseases associated with oxidative stress.

Angiogenesis is caused by ROS stimulation [39]. Tissue fibrosis is caused by angiogenesis in many organs (including the liver), and blocking angiogenesis may be a promising therapeutic option for patients with advanced fibrosis [40]. GSH treatment inactivated angiogenesis-related terms in this study (Figure 6b). This result demonstrated that oxidative stress to HepG2 cells was suppressed by treatment with GSH, resulting in the inactivation of angiogenesis-related terms. This study demonstrates the potential ability of GSH to prevent fibrosis.

Overall, GSH-treated HepG2 cells showed activation of cellular programmes, including differentiation and development, and enhancement of hepatic functions under normal conditions. In contrast, GSH treatment activated proliferation and antioxidative systems such as MAPK, PI3K/AKT, and HIF-1 in liver cells. We elucidated that GSH alleviated HP’s detrimental effects on cells, such as the overproduction of ROS through the activation of a wide signal around NRF2 in liver cells. The limitation of this research is that there was no validation of transcriptomic analyses for the details but only for antioxidant systems such as HO-1 and GPx. We believe that this study provides important data as a basis for the progress of research on GSH and that the validation of the details obtained from the microarray analysis is required to better understand GSH. In conclusion, to the best of our knowledge, this is the first study comprehensively analysing the molecular mechanisms of GSH in hepatocytes under physiological and stress conditions. These findings support the efficacy of GSH.

## 4. Materials and Methods

### 4.1. Cell Culture and Treatments

HepG2 cells were purchased from the Riken BRC Cell Bank (Tsukuba, Japan). Cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma-Aldrich, Tokyo, Japan) supplemented with 10% foetal bovine serum (Gibco, Massachusetts, USA) and 1% penicillin/streptomycin (Lonza, Japan) at 37 °C in a 5% CO_2_ humidified incubator. The GSH was manufactured by Mitsubishi Corporation Life Sciences Limited (Tokyo, Japan).

The treatment times for GSH and HP were determined by referring to previous research [21,41,42]. The optimal concentrations of each sample were determined by preliminary examination (Supplementary Materials). HepG2 cells were plated on appropriately sized plates for each experiment and incubated for 24 h. The cells were subsequently pretreated with 1 or 2 mM GSH concentrations for 24 h. Subsequently, oxidative stress was induced by adding HP to a final concentration of 2 mM and incubating the cells for 4 h at 37 °C. The effect of GSH treatment on HP-induced oxidative stress was also investigated.

### 4.2. Cell Viability Assay

The cell viability was analysed using the mitochondria-dependent reduction of the MTT assay to determine the effects of GSH on cytotoxicity and antioxidant activity. HepG2 cells were seeded at 5 × 10^3^ cells/well in 96-well plates. Cells were cultured for 24 h at 37 °C and pretreated using 1 or 2 mM GSH and treatment of 2 mM HP (Fujifilm Wako Pure Chemical Co., Tokyo, Japan) as described above, followed by the addition of 10 μL MTT solution to each well, and incubated for 4 h at 37 °C in the dark. One hundred microlitres of 10% sodium dodecyl sulphate (SDS) (Fujifilm Wako Pure Chemical Co., Japan) was added and the mixture was incubated overnight at 37 °C. The optical density (OD) was measured at 570 nm using a Varioskan LUX microplate reader (Thermo Fisher Scientific Co., Ltd., Tokyo, Japan).

### 4.3. ROS Assay

The ROS assay was performed according to the manufacturer’s instructions (Doujindo Co., Ltd., Kumamoto, Japan). HepG2 cells were seeded into black 96-well plates at a density of 5 × 10^3^ cells/well. The cells were pretreated with GSH (1 or 2 mM), then HP was added. After removing the supernatant, cells were washed twice with HBSS. The working solution was added and placed in the incubator for 30 min. After removing the supernatant, the cells were washed with HBSS, and then HBSS was added. The fluorescence intensity of DCF was measured using a Varioskan LUX microplate reader (Thermo Fisher Scientific Co., Ltd., Tokyo, Japan) at 490 nm and 510 nm excitation and emission wavelengths, respectively.

### 4.4. AST, ALT, and Antioxidatant Enzyme Measurements

The concentrations of AST and ALT in the cell supernatant were quantified using ELISA kits according to the manufacturer’s instructions (ab123 and ab234, respectively; Abcam, UK). HepG2 cells were seeded into plates at a density of 1 × 10^5^ cells/well. They were pretreated using 1 or 2 mM GSH and treated with 2 mM HP, followed by collection of the supernatant for storage at −80 °C until analysis. Protein levels in the treated cells were measured using a bicinchoninic acid (BCA) protein assay kit (Thermo Scientific Co., Ltd., Tokyo, Japan), and the AST and ALT levels were adjusted for protein abundance.

The protein expressions of HO-1 and GPx were quantified using ELISA kits according to the manufacturer’s instructions (ab207621 and ab193767, respectively; Abcam, Oregon, UK). The protein level measurement and adjustment were same as for AST and ALT.

### 4.5. RNA Extraction

The total RNA was extracted using ISOGEN (Nippon Gene, Tokyo, Japan). The RNA solution was quantified using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Tokyo, Japan).

### 4.6. Microarray Experiment

The Clariom S assay system (Thermo Fisher Scientific, Tokyo, Japan) was used for microarray analysis with triplicate RNA samples from each group. Complementary DNA (cDNA) was prepared using the GeneChip WT Plus Reagent kit (Thermo Fisher Science, Tokyo, Japan). The samples were hybridised using a Clariom S GeneChip microarray kit (Thermo Fisher Science, Tokyo, Japan). The CEL data were obtained using GeneChip Scanner 3000 (Thermo Fisher Science, Tokyo, Japan).

### 4.7. Microarray Data Normalisation and Subsequent Analysis

Transcriptome Analysis Console (TAC) software (version 4.0.2, Thermo Fisher Scientific, Waltham, MA, USA) was used to analyse the raw image data obtained by scanning. The raw data were normalised using a robust multichip analysis (SST-RMA) algorithm. Genes meeting the criteria of *p*-value < 0.05 (ANOVA) and FC > 1.1 or FC < −1.1 (in linear space) were considered DEGs.

Further analyses were conducted using the functional annotation tool of the DAVID v6.8 online bioinformatics database to identify enriched GO and KEGG pathways. The DEGs in each BP identified by GO and KEGG analyses were visualised on heat maps using the Morpheus online tool (https://software.broadinstitute.org/morpheus) (accessed 27 July 2023). Functionally clustered modules were identified using the HumanBase public database (https://hb.flatironinstitute.org/) (accessed on 27 July 2023) and analysed using a liver-specific network.

### 4.8. Statistical Analysis

Statistical analyses were performed using EZR version 4.1.2 (Saitama Medical Centre, Saitama, Japan). All data are presented as the mean ± SD. One-way analysis of variance (ANOVA), followed by Dunnett’s multiple comparison test was performed to compare the HP-treated group with the other groups. Statistical significance was defined as * p < 0.05, ** p < 0.01, and *** p < 0.001.

## Figures and Tables

**Figure 1:**
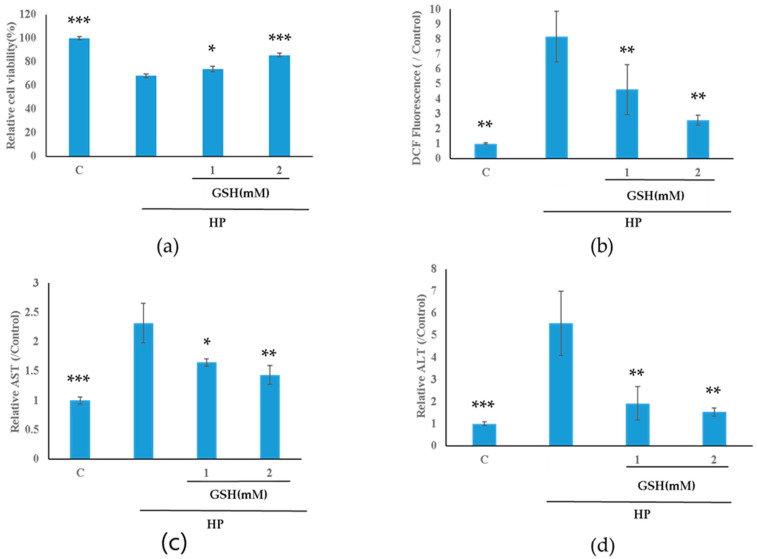
Protective effect of glutathione (GSH) on oxidative stress in HepG2 cells. HepG2 cells were pretreated with 1 or 2 mM GSH for 24 h and were exposed to 2 mM of hydrogen peroxide (HP) for 4 h. All data are presented as the mean ± standard deviation (SD). Comparison with the HP-treated group was carried out using one-way analysis of variance (ANOVA) followed by Dunnett’s test (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). (**a**) Cell viability analysed using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay. (**b**) Reactive oxygen species assay analysis. (**c**,**d**) Liver function markers (aspartate aminotransferase (AST) and alanine aminotransferase (ALT)) analysed by enzyme-linked immunosorbent assay (ELISA).

**Figure 2:**
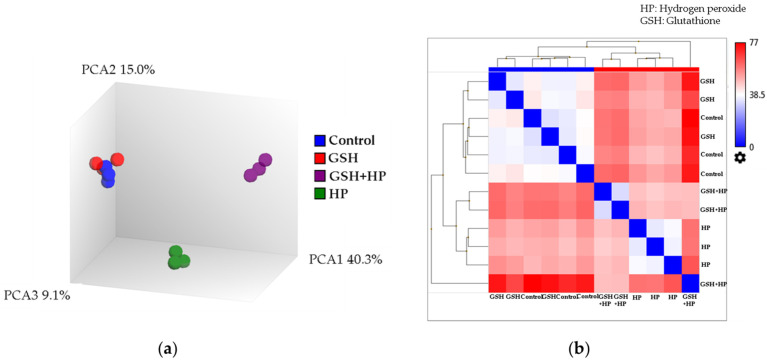
HepG2 cells were pretreated with 1 mM of GSH for 24 h and exposed to 2 mM of HP for 4 h. Three comparison groups were set to analyse the effects of GSH (HP vs. Control: oxidative stress, GSH vs. Control: normal condition, and GSH + HP vs. HP: prevention of oxidative stress). (**a**) Principal component analysis. (**b**) Euclidean distance matrix showing the distance between the samples. The tSNE algorithm was used for the nonlinear dimensional reduction approach.

**Figure 3:**
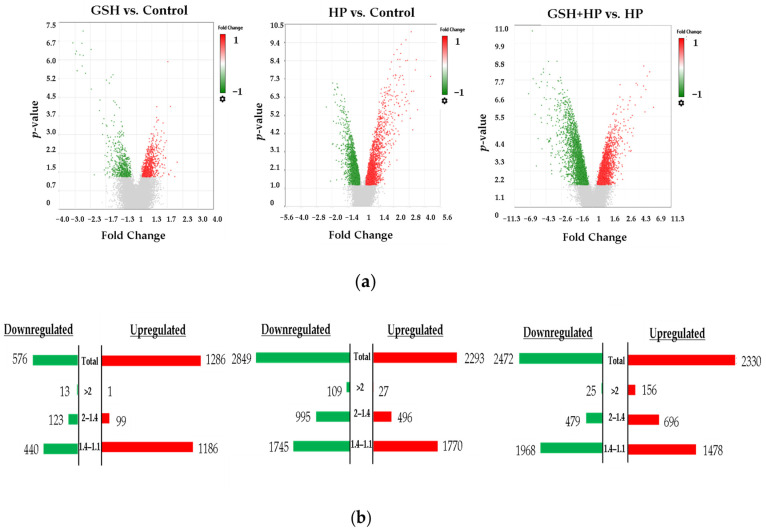
Characterisation of gene expression profiles in GSH-treated HepG2 cells. (**a**) Volcano plots showing the differentially expressed genes (DEGs) between GSH vs. Control, GSH + HP vs. HP or HP vs. Control comparisons. The y axis shows the −log10 *p*-value, and the x axis shows the fold change. Red dots and bars display the upregulated genes, and the green dots and bars display the downregulated genes. (**b**) The butterfly charts show the distribution of fold changes of DEGs. The bars represent the number of DEGs.

**Figure 4:**
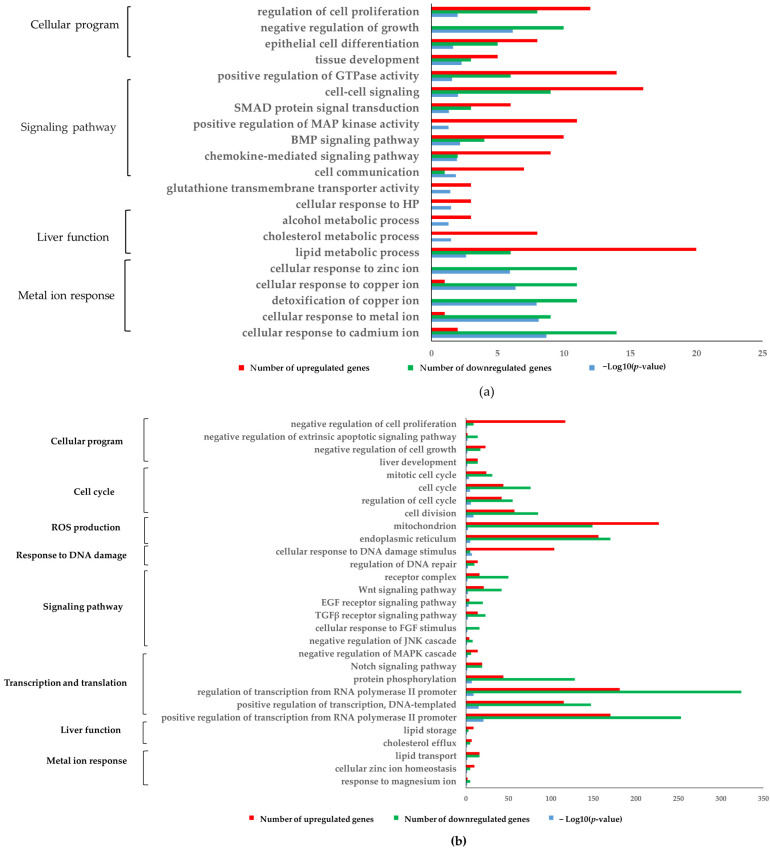

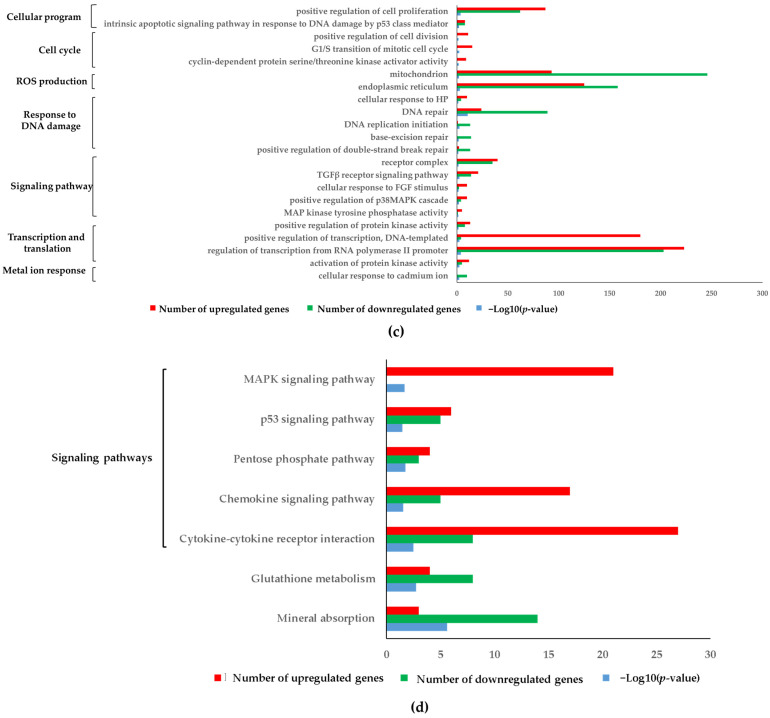

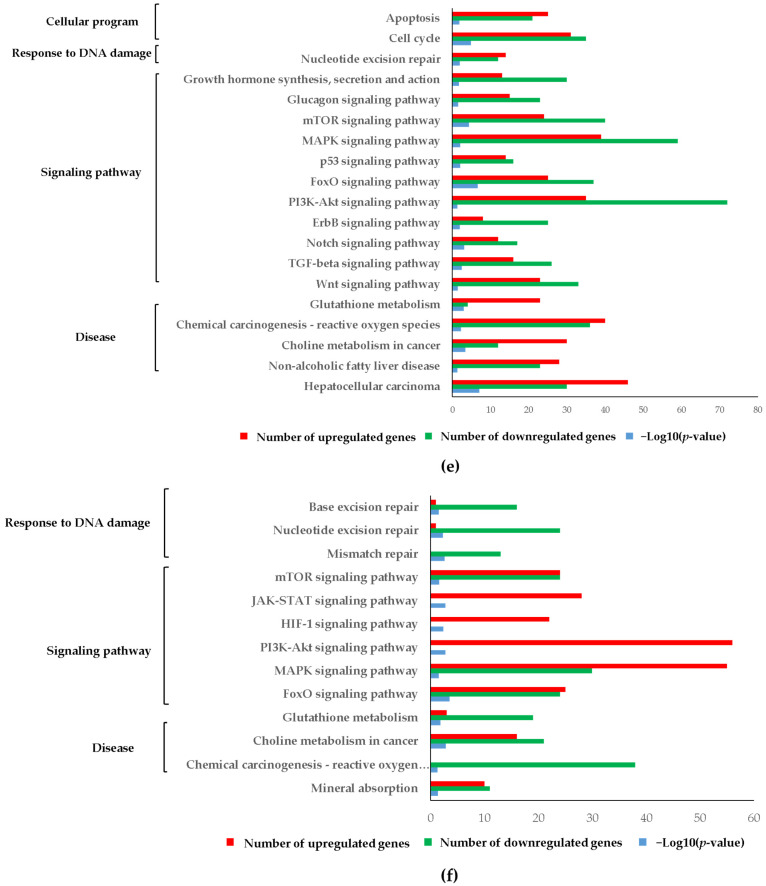
Overview of Gene ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) analysis. The difference in the GOs and significantly enriched pathways between the three conditions are visualised. The red, green, and blue colours represent the number of upregulated genes, the number of downregulated genes, and the –log10 (*p*-value), respectively. Significantly enriched GO terms by (**a**) GSH vs. Control, (**b**) HP vs. Control, and (**c**) GSH + HP vs. HP. Significantly enriched KEGG pathways in the (**d**) GSH vs. Control group comparison, (**e**) HP vs. Control group comparison, and (**f**) GSH + HP vs. HP group comparison.

**Figure 5:**
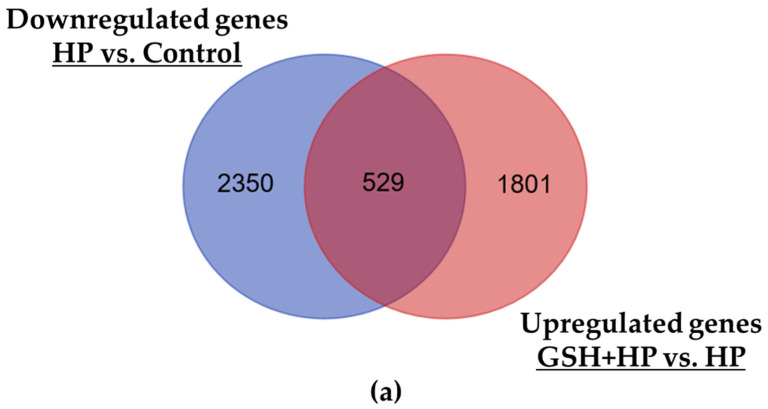

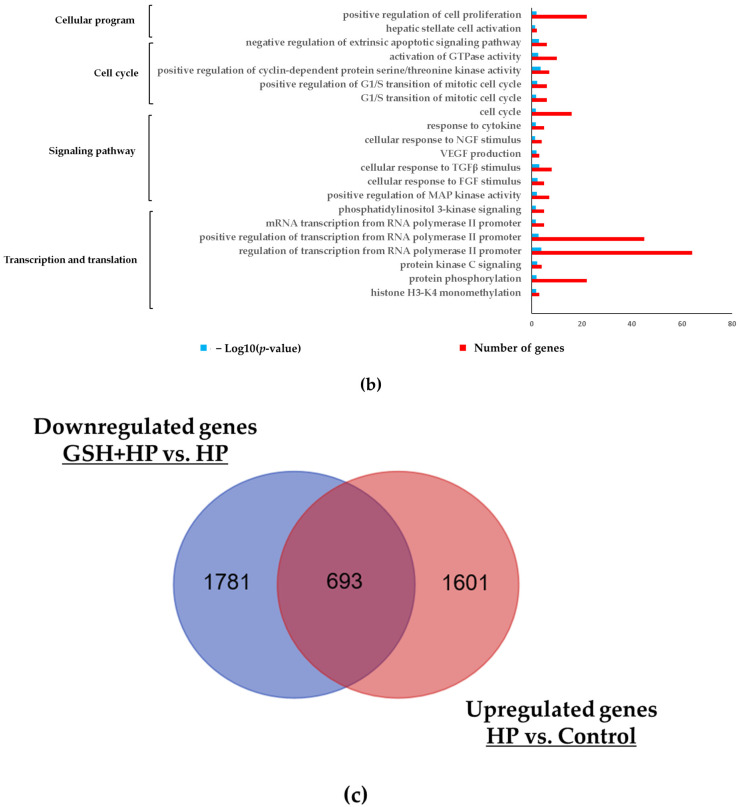

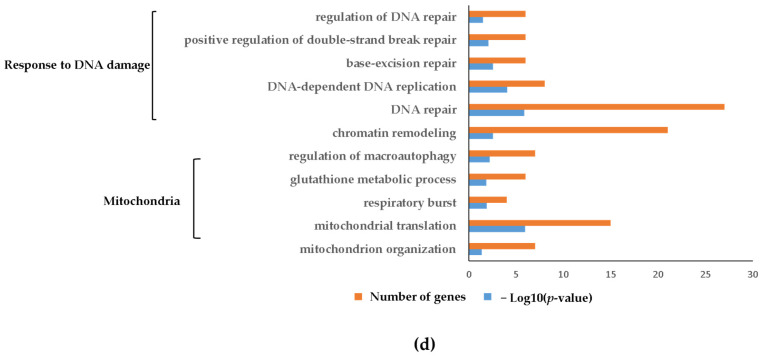
Venn diagrams showing the numbers of unique and common DEGs between different comparison groups. Bar graphs showing significantly enriched GO terms by the common gene sets between two comparison conditions. (**a**) The blue circle displays downregulated DEGs in HP vs. Control group. The red circle displays upregulated DEGs in GSH + HP vs. HP group. (**b**) Significantly enriched GO terms in common sets of HP vs. Control group (down) and GSH + HP vs. HP group (up). (**c**) The blue circle displays downregulated DEGs in GSH + HP vs. HP group. The red circle displays upregulated DEGs in HP vs. Control group. (**d**) Significantly enriched GO terms in common sets of HP vs. Control group (up) and GSH + HP vs. HP group (down).

**Figure 6:**
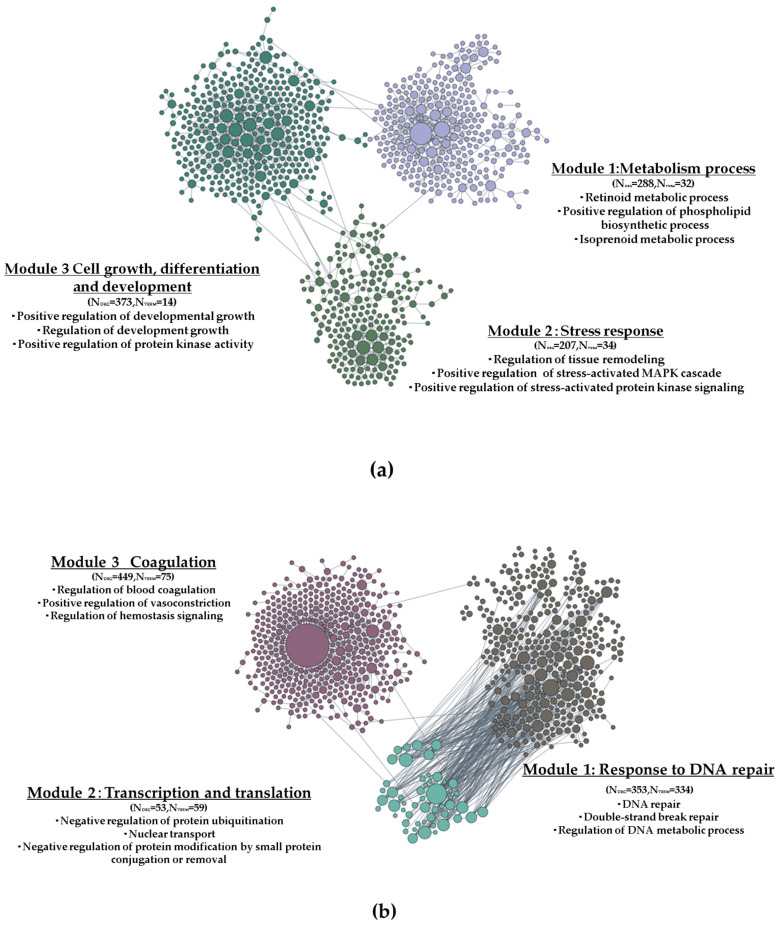
Functionally clustered modules of DEGs determined from the HumanBase public database. Significantly enriched GO terms of each module are presented. Significance was determined by Fisher’s exact tests followed by Benjamini–Hochberg corrections. Term: Number of enriched GO terms. The colors of dots showing the different modules. (**a**) Top modules of GSH + HP vs. HP by upregulated DEGs. (**b**) Top modules of GSH + HP vs. HP by downregulated DEGs.

**Figure 7:**
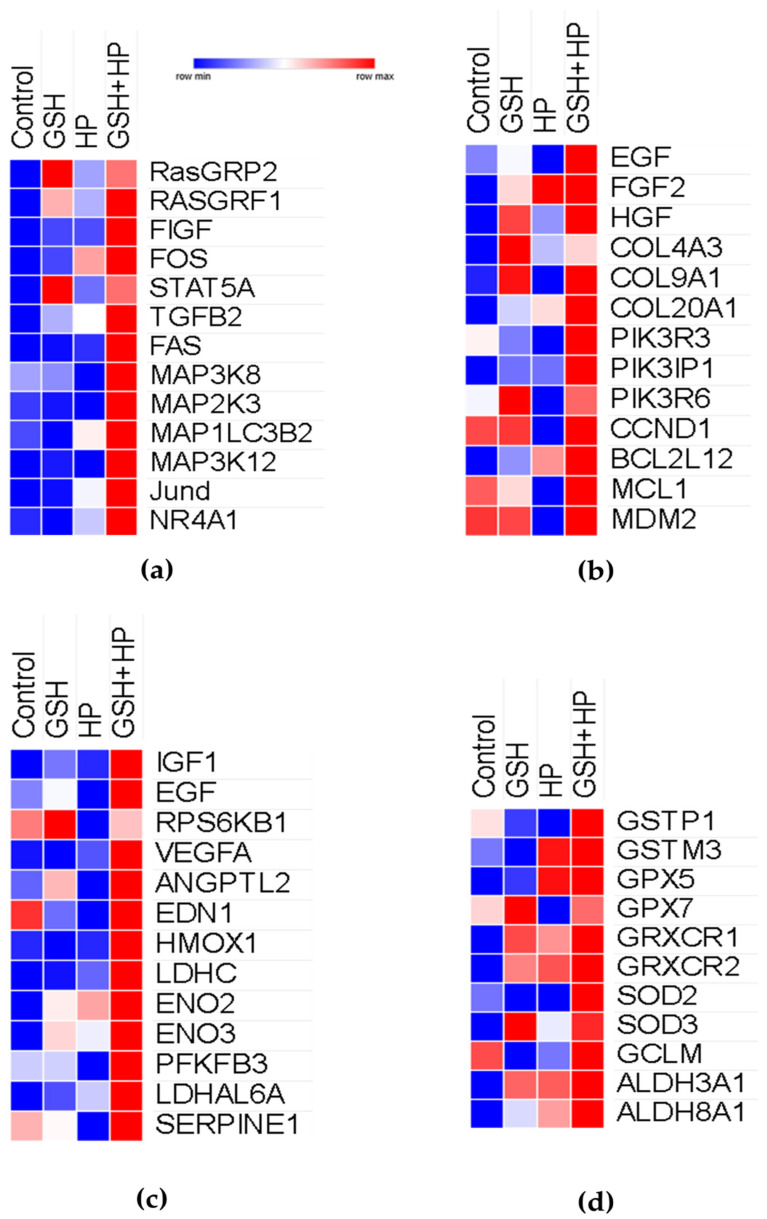
Heatmaps showing expression pattern of genes related to stress response signalling pathways. (**a**) MAPK-signalling-related genes. (**b**) PI3K/AKT signalling-related genes. (**c**) HIF-signalling-related genes. (**d**) NRF2-signalling-related genes.

**Figure 8:**
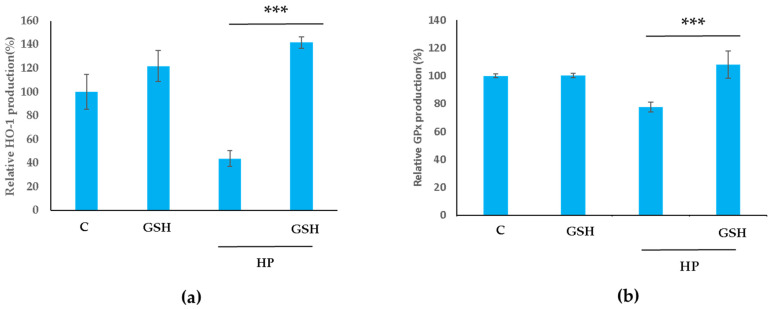
Antioxidant-related enzyme’s expression in HepG2 cells. HepG2 cells were pretreated with 1 mM GSH for 24 h and were exposed to 2 mM of hydrogen peroxide (HP) for 4 h. All data are presented as the mean ± standard deviation (SD). Comparison with the Control or HP-treated and GSH-treated groups were carried out by t test (*** *p* < 0.001). (**a**) The protein expression level of HO-1 analysed by enzyme-linked immunosorbent assay (ELISA). (**b**) The protein expression level of GPx analysed by ELISA.

## Data Availability

The supporting data for this article can be found in this paper and in the Supplementary Materials. The microarray data were deposited in the NCBI GEO database and are publicly available (accession number: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242415) (accessed on 4 December 2023).

## Supplementary Materials

The following supporting information can be downloaded from https://www.mdpi.com/article/10.3390/molecules29051090/s1, Figure S1: Cytotoxicity of GSH.

# Supplementary material for: Comprehensive Transcriptome Profiling of Antioxidant Activities by Glutathione in Human HepG2 Cells
**Source:** Molecules. 2024 Feb 29;29(5):1090. doi: 10.3390/molecules29051090
**Supplement:** Supplementary file 1

Supplementary Materials

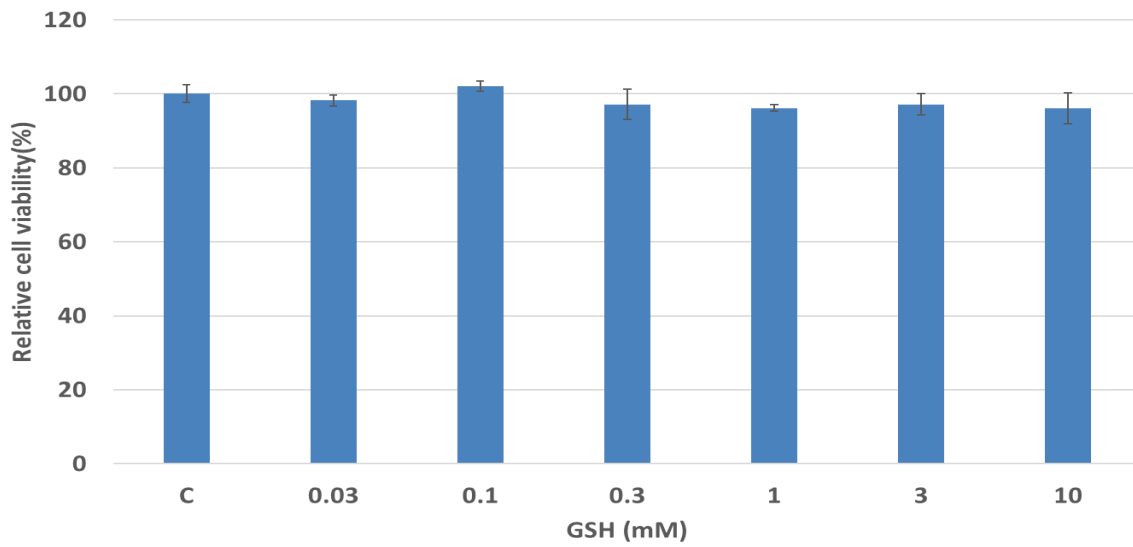

Figure S1. Cytotoxicity of GSH in HepG2. HepG2 cells were treated with GSH for 24h. Cell viability analyzed by MTT assay. All data were presented as the mean $\pm$ SD. Comparison with control (C) were carried out using a one-way analysis of variance (ANOVA) followed by Dunnett's test.

How the deposited data were processed for this re-analysis (not part of the article)

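The data are Clariom S arrays of HepG2 cells in 4 groups of 3 arrays, Control, GSH, HP and GSH + HP, as deposited by the authors. The authors scanned the arrays, name SST-RMA normalization in Transcriptome Analysis Console and deposited 1 table of log2 signals per array, which is the table used here. They also deposited a workbook of group averages on the log2 scale, signed linear fold changes, and p-values and FDR values, which the authors made with limma and its empirical Bayes step in the same software. Those p-values were not used for any call here. In the workbook sheet on GSH vs. Control, the column headed HP holds the GSH averages, as a check against the sheet of all averages showed, and it was read as GSH. No genome build is named in the files used, so no coordinates are given.

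The table holds 24351 probe sets. Of these, 2903 control probe sets were left out and 21448 were tested. The workbook holds group averages alone, for 19667 of the probe sets, and its log2 differences are smaller than those of the table used here (slopes of the table over the workbook 1.39 for GSH vs. Control, 1.525 for HP vs. Control and 1.553 for GSH + HP vs. HP). The reason for the wider scale is not stated, and which of the 2 is the SST-RMA output is unclear, so a fold change here is not on the scale of the workbook. Of the genes in the deposited lists of the authors, all 1381, 5172 and 4804 have the same direction here, and 72.1%, 87.7% and 74.5% also meet the study criteria here. The deposited list of GSH vs. Control is shorter than the 1862 genes that the paper gives. Gene symbols come from the workbook and were updated where a unique synonym gave a current symbol. Where a gene has several probe sets, the one with the highest mean signal stands for it.

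Each comparison was fitted to the 6 arrays of its 2 groups with limma 3.58.1 in R 4.3.3, as a linear model followed by the empirical Bayes step. The adjusted p of a gene in the text is that of limma, with the method of Benjamini and Hochberg over all tested probe sets, and standard errors are the moderated ones. The study criteria (unadjusted p under 0.05 and linear fold change over 1.1 either way) are reported beside it. The difference between the GSH effects with and without HP was tested as an interaction over all 12 arrays. For 53 gene lists, camera from limma with a preset correlation of 0.01 between genes tested whether the list shifted, and its p-values were adjusted over 159 tests, the lists in the 3 comparisons of the study. With 1 array left out, and for the interaction and GSH + HP vs. Control, they were adjusted over the 53 lists of that comparison alone. A call lost without an array thus also rests on another number of tests. For the same test with the correlation estimated from the arrays, the adjusted p is given beside each call. Overlaps of lists were tested with a one-sided Fisher's exact test, which takes genes as independent. Where genes of a list move together, its p is too small. Distances between arrays were tested with an exact permutation of the group labels. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

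Background is the 95th percentile of the mean signal of 526 genes listed as not expressed in liver cells. The rule for named genes was, per comparison, the 10 largest rises and the 10 largest falls among genes at an adjusted p under 0.05 whose groups do not overlap, per list up to 4 members with the largest change at that threshold or else 2 as values, and every gene that the paper names. Values that the paper prints were known when the rule was made. In the text not every gene under the rule is given a value. A few of these genes are not reported here. The panels of Figure 7 summarise differentially expressed genes of the study, which names earlier publications beside it, so the counts over a panel are not a separate test.

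The method was tested on simulated data made from the deposited values. In each simulated comparison 200 genes were changed. With genes changed by 2 log2 units, limma called 92.3% in GSH vs. Control and 91.2% in HP vs. Control, and with genes changed by 1 unit 31.1% and 35.5%. The adjustment grows less strict as more genes change, so these rates can be too low where many genes were called. Of the unchanged genes, 4, 3 and 1 were called in the 3 comparisons. Of the same genes, 1136, 1138 and 1164 met the study criteria, so many genes meet these without any change.

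The gene lists, tests and alternatives were fixed before the data were examined, apart from those that the closing section names as chosen later. The plan made then also does not name Fisher's tests of the lists within the overlaps. The alternatives are a fit of all 12 arrays, the replicate number as a block, quantile normalization, median scaling, only probe sets above background, a mild filter that drops the 30% with the lowest signal, an intensity trend in the variance, array weights, leaving out each array in turn, a fold change over 1.5, fry in place of camera, an estimated correlation in camera, and the study criteria without the empirical Bayes step. Where a passage names settings that end the call of a list, the call was made under all other camera settings run, apart from the estimated correlation. The cell viability, reactive oxygen and ELISA data of the paper and the web tools of its pathway analysis were not used here.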

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

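The list tests on the difference between the 2 GSH effects were added after the results were seen, and the other tests of this part were not.

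The effect of GSH differed between cells with and without HP. In the test of that difference over 12 arrays, 655 genes had an adjusted p under 0.05, with 417 higher and 238 lower with HP than without (387 and 486 with only probe sets above background), and the paper does not report this test. By camera, 22 of 53 lists also differed, with the mean log2 difference between the 2 GSH effects given here with its adjusted p and that with an estimated correlation. The GSH effect was higher with HP than without, under both forms of the test, for immediate early genes 1.33 (4.24e-18, 0.0346), p53 targets 0.92 (9.82e-14, 0.00776), heat shock response genes 0.64 (9.53e-07, 0.0444), integrated stress response genes 0.64 (0.000177, 0.0444), NF-κB targets 0.39 (0.000847, 0.0444) and growth factors 0.38 (0.00202, 0.0394). With the preset correlation alone it was also higher for metallothioneins 1.37 (1.64e-07, 0.18), cytosolic ribosome genes 0.31 (0.000208, 0.594), NRF2 targets 0.37 (0.00233, 0.283), HIF-1 targets 0.41 (0.0034, 0.0988), genes opposing apoptosis 0.44 (0.0103, 0.0674), angiogenesis genes 0.42 (0.0108, 0.0633) and TGFβ and BMP targets 0.41 (0.0132, 0.114). For metallothioneins and NRF2 targets, higher means a smaller fall. The GSH effect on metallothioneins was -1.97 without HP and -0.59 with it, and on NRF2 targets -0.69 and -0.32. It was lower under both forms for histones -1.13 (1.44e-31, 0.0394), double-strand break repair genes -0.46 (8.41e-07, 0.0247), G2/M genes -0.37 (2.91e-05, 0.0247) and mismatch repair genes -0.44 (5.96e-05, 0.0444). With the preset correlation alone it was also lower for base excision repair genes -0.31 (0.00828, 0.24), cholesterol efflux genes -0.27 (0.0292, 0.0988), fatty acid synthesis and storage genes -0.25 (0.0397, 0.338), glutathione metabolism genes -0.17 (0.0397, 0.291) and nucleotide excision repair genes -0.19 (0.0459, 0.432). Members at an adjusted p under 0.05 by limma were 7 of 12 metallothioneins, 32 of 63 histones, 14 of 29 immediate early genes, 12 of 26 p53 targets and 8 of 30 NRF2 targets, all in the direction of the list.

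A comparison that the paper does not report, GSH + HP vs. Control, gave 3228 genes at an adjusted p under 0.05, with 1239 higher and 1989 lower. HP vs. Control has 2988. The order of these 2 counts turns with only probe sets above background (3188 against 3869), after the mild filter (3444 against 3683) and with an intensity trend (3922 against 4038), and their difference was not tested. The groups did not overlap at 7223 probe sets (33.7%, where chance gives 10%). The count was 1876 without Control replicate 1 and 2140 without Control replicate 3.

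Genes that HP changed were often called the other way in GSH + HP vs. HP. Since the HP arrays enter both comparisons with opposite sign, chance alone gives opposite calls, so unchanged groups that share the HP arrays were simulated. The observed number was 6.11 times the simulated mean, and even the highest simulation, in which GSH + HP equals a changed HP group, gave 409 of the 1469 observed. Both simulations leave out any effect of GSH under HP. Independent lists of the same sizes would share 320.0 genes lower in HP and higher in GSH + HP, against 600 observed. In the reverse direction they would share 296.6, against 869. The simulations argue against the shared arrays alone, without any GSH effect, as the source. A GSH effect unrelated to that of HP, together with the shared arrays, was not simulated. What share of the opposite calls the shared arrays add stays open. A lasting effect of GSH on the cells and a weaker HP exposure after pretreatment may both contribute, since the design holds no group that parts them.

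GSH + HP replicate 3 lay farther from the other arrays of its group than any other array from its own. Without it, 73.0% of the 987 genes called in GSH + HP vs. HP kept their call, and all 987 kept their direction. Without each other array of the comparison in turn, 45.5% (HP replicate 1) to 61.0% (GSH + HP replicate 1) kept it. The 73.0% argues against GSH + HP replicate 3 as the source of most of the calls. Since fewer calls were kept without any other array, the share also reflects the smaller number of arrays. Why the array stands apart, and whether a culture, an RNA sample or a hybridization differed, was not tested.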

How the results depend on the processing

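The empirical Bayes step was left out of the adjusted counts and named genes only after the results were seen; all other alternatives here were planned. At the study criteria, the counts for the 3 comparisons of the paper, in all and by direction, stayed within 1.5 times their size under all alternatives, apart from 2 settings. With only probe sets above background, where fewer genes were tested, GSH vs. Control gave 1127 genes in place of 1709 (663 higher in place of 1018), and GSH + HP vs. HP gave 1112 higher in place of 2146. A fold change over 1.5 left 404 genes in GSH vs. Control, 3086 in HP vs. Control and 2419 in GSH + HP vs. HP, as a stricter threshold must.

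At an adjusted p under 0.05, GSH vs. Control gave 31 genes in the fit of all 12 arrays, 37 above background and 42 with an intensity trend, against 19. For GSH + HP vs. HP the counts were 1843 with all 12 arrays, 594 with the replicate block and 1788 with an intensity trend, against 987, and the interaction gave 1000 with an intensity trend, against 655. With only probe sets above background, the balance turned to 554 higher and 788 lower in GSH + HP vs. HP (627 and 360 with all) and to 387 and 486 in the interaction (417 and 238 with all). With an intensity trend it was 881 and 907 in GSH + HP vs. HP. Without the empirical Bayes step, limma called 0 genes in GSH vs. Control (1633 at the study criteria), 1235 in HP vs. Control, 212 in GSH + HP vs. HP and 1308 in GSH + HP vs. Control. The cause was not tested for these. Overlaps at an adjusted p under 0.05 in both comparisons fell to 129 (HP down, GSH + HP up) and 118 (HP up, GSH + HP down), as a stricter threshold must. With an estimated correlation, camera called 0 of 159 list shifts, against 59 with the preset and 45 with fry, and the other settings called 57 to 62.

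With 1 array left out, GSH vs. Control gave from 1 (without Control replicate 1) to 18 genes (without Control replicate 3), with 8 without Control replicate 2 and 9 without GSH replicate 3. HP vs. Control gave 1640 (without Control replicate 1) to 2130 (without Control replicate 2), with 1762 without Control replicate 3 and 1715, 1873 and 1985 without HP replicates 1, 2 and 3. For GSH + HP vs. HP the range was 463 (without HP replicate 3) to 853 (without GSH + HP replicate 3), with 465 and 512 without HP replicates 1 and 2 and 619 without GSH + HP replicate 2. For GSH + HP vs. Control it was 1876 (without Control replicate 1) to 2934 (without GSH + HP replicate 3), with 2140 without Control replicate 3. Fewer arrays leave fewer degrees of freedom.

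No call of a named gene or a list changed direction under any alternative run. Of 1149 results for named genes, 1073 kept their side of the threshold with the replicate block, 1119 after quantile normalization, 1127 after median scaling, 1072 with an intensity trend and 905 without the empirical Bayes step, where 238 calls were lost. The workbook averages also cover 374 of the calls of named genes, all with the same direction there, and 760 results without a call, of which 82 have the other sign there. For the 159 list results, fry ended 23 calls and made 9. Those ended were 11 lists in GSH vs. Control (pentose phosphate, heat shock, immediate early, fatty acid synthesis, mitochondrial ribosome, complex I, complexes III to V, cytosolic ribosome, zinc fingers, histones and proteasome), 7 in HP vs. Control (metallothioneins, other antioxidant enzymes, mitochondrial ribosome, complex I, complexes III to V, cytosolic ribosome and proteasome) and 5 in GSH + HP vs. HP (metallothioneins, G1/S, base excision repair, nucleotide excision repair and mitochondrial ribosome). Those made were markers of endothelial cells in GSH vs. Control, NOTCH targets, metal transport, growth factors, angiogenesis and cholesterol synthesis in HP vs. Control, and cholesterol synthesis, genes promoting apoptosis and G1 cyclins in GSH + HP vs. HP.

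Replicate numbers need not pair arrays across groups. After group means were removed, 2 of 18 pairs of same-numbered arrays had a correlation over 0.1 (range -0.138 to 0.152, median -0.012), and 3 of 36 other pairs did. The alternative of using workbook signals per array was not run, since the workbook holds group averages alone. The 10 splits of 6 arrays are too few for a share under 0.05, the real split (1 of 10) always being counted. The real counts at the study criteria and the highest of the other splits were 1709 and 1447 for GSH vs. Control, 6008 and 883 for HP vs. Control and 4410 and 945 for GSH + HP vs. HP. Signal over background limits the rest. Of the tested probe sets 10531 exceed background on average, and a change in a gene under it can be hidden.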

Differences from the paper's values

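The paper's chart of fold changes (Figure 3, read by eye) has about 27 genes higher and about 110 lower over 2-fold in HP vs. Control, where the count here is 216 and 459. For GSH + HP vs. HP the paper has about 160 higher and about 25 lower, against 439 and 167, and for GSH vs. Control about 13 lower, against 25. On the narrower scale of the authors' deposited fold changes the counts are 27 and 109, 153 and 26, and 13. Of the alternatives set before the data were examined, 1 brings a count within 1.5 times the paper's, which is GSH + HP vs. HP higher with only probe sets above background (216). The other counts differ under all of them.

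The paper states that GSH + HP vs. HP has the most genes upregulated of the 3 comparisons. The paper's own counts lie close, at 2330 there and 2293 in HP vs. Control. At the study criteria 2146 genes were higher there and 2810 in HP vs. Control, and by limma 627 and 1217. The order depends on the fold change asked for. With a fold change over 1.5 in the study criteria, 1320 genes were higher there and 1290 in HP vs. Control. With a fold change over 2 the counts were 439 and 216. Both go in the paper's direction, though the order at 1.5 turned under some alternatives, such as median scaling (1075 and 1490). HP vs. Control has the most genes lower at the study criteria, as the paper states, with 3198, though not after median scaling (2888, against 2922 in GSH + HP vs. HP).

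The paper describes cell cycle genes as lower with HP and higher with GSH pretreatment. Over 3 lists of 78 cell cycle genes, 10 rose and 9 fell by limma in HP vs. Control (19 and 12 at the study criteria), and 3 rose and 3 fell in GSH + HP vs. HP (6 and 24). These counts pool genes that drive the cycle with genes that inhibit it. The inhibitors CDKN1C and CDKN2C are among the risen genes in HP vs. Control, and CDKN1A is in GSH + HP vs. HP. The 14 G1 cyclins and CDK inhibitors, 2 of which rose (CDKN1A and CCND2), were called higher in GSH + HP vs. HP by fry. CCND2 fell with HP and rose with pretreatment, in the paper's direction, as did CDC7.

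For apoptosis the paper has mostly higher genes with HP. Of 25 promoting genes 2 rose and 3 fell by limma (4 and 5 at the study criteria). Of 9 opposing genes 0 rose and 3 fell (0 and 4), and falls of these do not speak for less apoptosis.

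The paper has glutathione transporters mostly higher in GSH vs. Control. Of the 16 genes of the glutathione transport list 1 was higher and 1 lower at the study criteria, and limma called 0. The higher gene was ABCC6. The lower gene was SLC7A11, which imports cystine for glutathione synthesis, so it does not speak against the paper's statement on glutathione carriers.

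NRF2 pathway genes are described as higher in GSH, HP and GSH + HP. Of 30 NRF2 targets, 0 rose and 4 fell in GSH vs. Control by limma, with 0 and 23 at the study criteria, and 3 rose and 11 fell in GSH + HP vs. HP. In HP vs. Control 5 rose and 3 fell, and HMOX1 rose in GSH + HP vs. HP, both in the paper's direction. Of the paper's own panel (Figure 7d), 2 genes were higher and 1 lower in GSH vs. Control at the study criteria, and 3 higher and 0 lower in GSH + HP vs. HP. In GSH + HP against Control, 3 of the 30 targets rose and 5 fell by limma (4 and 12 at the study criteria). Of the panel, 4 genes rose there and 0 fell. The paper also reports, by ELISA, HO-1 and GPx protein as significantly expressed in GSH + HP against HP. The paper calls 11 genes higher with GSH in both settings. At the study criteria 4 of them were higher and 0 lower in GSH vs. Control, and 5 and 0 in GSH + HP vs. HP. By sign alone, GPX7 (-0.15), GRXCR1 (-0.07), MCL1 (-0.33) and MDM2 (-0.03) were lower in GSH vs. Control, with none at an adjusted p under 0.05. On the authors' group averages GPX7 (0.12) and GRXCR1 (0.06) are higher there, in the paper's direction. With pretreatment, SOD3 (-0.07), ALDH3A1 (-0.08) and GRXCR1 (-0.16) were lower, again without a call, while MCL1 and MDM2 rose. On the authors' averages ALDH3A1 (0.11) and GRXCR1 (0.02) are higher with pretreatment. A second probe set of SOD3 had the other sign in both comparisons (-0.34 and 0.087).

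PI3K/AKT and MAPK signalling are described as activated by GSH pretreatment. Of 47 PI3K/AKT genes 5 were higher and 6 lower in GSH + HP vs. HP at the study criteria (1 and 0 by limma), and of 41 MAPK cascade genes 4 and 9 (2 and 0 by limma). The paper's own panels went in its direction, with 7 higher and 0 lower in Figure 7b and 7 and 0 in Figure 7a. So did immediate early genes, rapid targets of MAPK signalling, of which 15 of 29 rose and 0 fell by limma. Of 14 MAPK feedback genes, 4 rose and 2 fell.

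Angiogenesis is described as reduced by GSH pretreatment. Of 27 angiogenesis genes 6 rose and 1 fell in GSH + HP vs. HP by limma (9 and 1 at the study criteria).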

Other observations

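The tests of neighbouring genes, of calls kept under quantile normalization, of the quartiles of dim genes and of lists in GSH + HP vs. Control were chosen only after the results were seen.

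In GSH vs. Control several lists shifted by small amounts while limma called 0 of their members (adjusted over each list alone, 1 heat shock gene was lower). The list of cytosolic ribosome genes was lower as a group by camera (mean log2 difference -0.25, adjusted p = 3.6e-08), with adjusted p = 0.62 with an estimated correlation. That of the mitochondrial ribosome was lower as a group by camera (mean log2 difference -0.16, adjusted p = 2.3e-05), with adjusted p = 0.62 with an estimated correlation. The list of respiratory complexes III to V was lower as a group by camera (mean log2 difference -0.22, adjusted p = 0.000312), with adjusted p = 0.62 with an estimated correlation. That of complex I was lower as a group by camera (mean log2 difference -0.16, adjusted p = 0.00444), with adjusted p = 0.641 with an estimated correlation. The heat shock list was lower as a group by camera (mean log2 difference -0.18, adjusted p = 0.00622), with adjusted p = 0.458 with an estimated correlation. The proteasome list was lower as a group by camera (mean log2 difference -0.11, adjusted p = 0.0272), with adjusted p = 0.62 with an estimated correlation. The zinc finger list was lower as a group by camera (mean log2 difference -0.08, adjusted p = 0.000576), with adjusted p = 0.22 with an estimated correlation. The histone list was higher as a group by camera (mean log2 difference 0.13, adjusted p = 0.0166), with adjusted p = 0.68 with an estimated correlation. At the study criteria these lists had 0 and 1, 0 and 6, 0 and 0, 0 and 1, 0 and 3, 1 and 1, 3 and 37 and 3 and 0 genes higher and lower, in this order. The call was not made for the cytosolic ribosome without GSH replicate 2 (adjusted p = 0.249), for the mitochondrial ribosome without Control replicate 2 (adjusted p = 0.165), for complexes III to V without Control replicate 2 (adjusted p = 0.372) or without GSH replicate 2 (adjusted p = 0.674) and for complex I without Control replicate 2 (adjusted p = 0.58) or without GSH replicate 2 (adjusted p = 0.68). For heat shock genes it was not made without Control replicate 2 (adjusted p = 0.286) or without GSH replicate 2 (adjusted p = 0.105), for the proteasome without Control replicate 2 (adjusted p = 0.8), without GSH replicate 2 (adjusted p = 0.587) or without GSH replicate 3 (adjusted p = 0.0806) and for histones without Control replicate 2 (adjusted p = 0.661), without Control replicate 3 (adjusted p = 0.294) or without GSH replicate 2 (adjusted p = 0.14).

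Stress lists were also higher with HP alone. HSPA6, an inducible chaperone, rose by 1.22 (standard error 0.16, adjusted p = 0.00178), and of 15 heat shock genes 4 rose and 0 fell by limma (4 and 0 adjusted over the list alone, and 6 and 0 at the study criteria). The heat shock list with HP was higher as a group by camera (mean log2 difference 0.34, adjusted p = 0.00659), with adjusted p = 0.46 with an estimated correlation. PSMD10, a subunit of the proteasome cap, rose by 0.85 (standard error 0.18, adjusted p = 0.0134), and of 39 proteasome genes 10 rose and 0 fell by limma (12 and 0 adjusted over the list alone, and 15 and 1 at the study criteria). The proteasome list with HP was higher as a group by camera (mean log2 difference 0.31, adjusted p = 7.02e-05), with adjusted p = 0.525 with an estimated correlation. DDIT3, a stress-induced transcription factor, rose by 1.29 (standard error 0.18, adjusted p = 0.00233), and of 21 genes of the integrated stress response 5 rose and 1 fell by limma (7 and 2 adjusted over the list alone, and 8 and 3 at the study criteria). The stress response list was higher as a group by camera (mean log2 difference 0.29, adjusted p = 0.0339), with adjusted p = 0.333 with an estimated correlation. That call was not made with only the probe sets above background (adjusted p = 0.118), after the mild filter (adjusted p = 0.0673), without Control replicate 3 (adjusted p = 0.0682) or without HP replicate 2 (adjusted p = 0.074). PGLS, an enzyme of the pentose phosphate pathway, rose by 1.24 (standard error 0.27, adjusted p = 0.015), and of 12 genes of the pathway 4 rose and 0 fell by limma (6 and 0 adjusted over the list alone, and 7 and 0 at the study criteria). This list was higher as a group by camera (mean log2 difference 0.36, adjusted p = 0.00852), with adjusted p = 0.256 with an estimated correlation.

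In GSH + HP vs. Control, many immediate early genes and p53 targets rose. By camera 22 of 53 lists shifted there, of which 5 are given here, chosen after their values were seen. Of 29 immediate early genes 22 rose and 0 fell by limma (24 and 1 adjusted over the list alone, and 24 and 1 at the study criteria). The immediate early list was higher as a group by camera (mean log2 difference 1.93, adjusted p = 1.74e-20), with adjusted p = 0.279 with an estimated correlation. Of 26 p53 targets 14 rose and 0 fell by limma (18 and 1 adjusted over the list alone, and 18 and 1 at the study criteria). The p53 list was higher as a group by camera (mean log2 difference 1.05, adjusted p = 4.65e-11), with adjusted p = 0.0881 with an estimated correlation. Of 34 genes of double-strand break repair 0 rose and 17 fell by limma (0 and 20 adjusted over the list alone, and 1 and 22 at the study criteria). The repair list was lower as a group by camera (mean log2 difference -0.62, adjusted p = 2.99e-09), with adjusted p = 0.165 with an estimated correlation. Of 25 coactivators 2 rose and 13 fell by limma (2 and 19 adjusted over the list alone, and 2 and 19 at the study criteria). The coactivator list was lower as a group by camera (mean log2 difference -0.66, adjusted p = 3.19e-08), with adjusted p = 0.324 with an estimated correlation. Of 63 histones 2 rose and 15 fell by limma (2 and 20 adjusted over the list alone, and 2 and 27 at the study criteria). The histone list was lower as a group by camera (mean log2 difference -0.33, adjusted p = 0.00189), with adjusted p = 0.644 with an estimated correlation.

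Markers of other cells were tested as a check, with 12 genes of blood and immune cells, 10 of endothelial cells and 11 of fibroblasts and stellate cells. By camera their adjusted p-values were, in this order, 0.408, 0.688 and 0.933 in GSH vs. Control, 0.384, 0.818 and 0.882 in HP vs. Control and 0.088, 0.493 and 0.126 in GSH + HP vs. HP. Against Control, in GSH + HP the blood and immune list was higher as a group by camera (mean log2 difference 0.47, adjusted p = 0.0346), with adjusted p = 0.318 with an estimated correlation, with 4 of 12 genes risen by limma.

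Of the genes changed by HP at an adjusted p under 0.05, 63.6% lay nearer to Control in GSH + HP than in HP. Simulated data in which GSH + HP equals HP gave 61.0% to 64.1%, so this share decides nothing. For genes that rose with HP the share was 78.5% (simulated 61.6% to 66.4%), and for genes that fell 53.4% (59.2% to 63.0%). Against Control, 29.3% of the genes that rose and 62.7% of those that fell with HP were still called the same way in GSH + HP.

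Of the genes that rose in GSH + HP against HP, 45.0% lay at background signal. That is not above the share of all 21448 probe sets, of which 10531 exceed background. A shift of dim probe sets between arrays was tested on the genes listed as not expressed in liver cells, whose median log2 difference was 0.062 (range -0.01 after quantile normalization to 0.118 without GSH + HP replicate 1, and -0.001 without GSH + HP replicate 3), between the bounds of 0.05 and 0.1 set for it. The risen genes at background had a median log2 difference of 1.158 (quartiles 0.965 to 1.528) and the genes not expressed in liver cells quartiles of -0.107 to 0.275. Most genes not expressed in liver cells thus moved far less than the risen genes. The risen genes were picked by their adjusted p, and all 627 rises in this comparison exceeded a fold change of 1.5. The gap was therefore largely set by that choice and does not decide on a shift of all dim probe sets alike. Whether a small shift adds to the number of calls cannot be told apart from true rises, since the median lies between the bounds. After quantile normalization, 79.4% of the 282 genes kept their call, with a median log2 difference of 1.11, against 1.16 before, which argues against a shift that this step removes as the whole cause. Transcription running on from a risen neighbour is a candidate explanation, since 8.0% of the risen genes at background (19 of the 237 with a known position) had an adjacent measured gene that rose, 3.31 times the 2.42% of the others (permutation p = 1e-05, the smallest that 100000 permutations can give). The ratio was 3.87 for genes above background, where running on is not needed, so it cannot be told apart from a rise of whole regions, and strand was not used.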
